# MODY PDX1^P33T^: a mouse model reveals phenotypic divergence from human disease

**DOI:** 10.3389/fendo.2025.1680893

**Published:** 2025-10-22

**Authors:** Aliona Harten, Maximilian R. Schmidtke, Florian Giesert, David A. Skerrett-Byrne, Raffaele Teperino, Gerhard K. H. Przemeck, Martin Hrabě de Angelis

**Keywords:** PDX1, MODY, MODY4, diabetes mellitus, mouse model, point mutation, phenotypic divergence

## Abstract

**Introduction:**

Maturity-onset Diabetes of the Young (MODY) is a rare form of diabetes and arises from mutations in key regulatory genes of the pancreatic beta cell, leading to their functional impairment and early-onset diabetes. Research into PDX1-MODY, a form of MODY caused by mutations in the *PDX1* gene, enhances understanding of gene-specific mechanisms underlying glucose dysregulation and provides insights into possible approaches to restore normal metabolic function. However, no currently published mouse model accurately depicts the genetic cause of PDX1-MODY in human patients.

**Methods:**

Using CRISPR-Cas9 technology, we generated the first mouse model carrying one of the most prevalent pathological PDX1 point mutation found in human patients, P33T, and conducted an 18-week *in vivo* phenotyping experiment assessing homozygous PDX1^P33T^ and wild-type littermates on both chow and high fat diet (HFD). Additionally, transcriptomic and proteomic analyses were performed on isolated pancreatic islets. Islet architecture was investigated via fluorescent microscopy.

**Result:**

Contrary to expectations, our comprehensive phenotypic analysis of the mouse model carrying the homozygous PDX1^P33T^ mutation revealed no significant differences in metabolic parameters compared to wild-type controls, and no pathological outcomes were observed as seen in human patients. Notably, male PDX1^P33T^ mice exhibited an increase in islet size and number on chow diet, with omics analyses suggesting reprogramming toward stress resilience, but failed to adapt respectively on HFD.

**Discussion:**

Our work indicates substantial differences between mouse and human PDX1 function in the pancreas. Further refinement of animal models is necessary to better elucidate the pathophysiology of PDX1-MODY.

## 1 Introduction

The transcription factor Pancreatic and Duodenum Homeobox 1 (PDX1) is a master regulator of the pancreas in both embryonic development and adulthood. During embryogenesis, it directs the commitment of progenitor cells to become endocrine cells and subsequently beta cells, maintaining them in their differentiated state during adult stages (1). PDX1 regulates the expression of numerous genes relevant for proper beta cell function, including *Ins1*, *Ins2*, *Mafa*, and *Pdx1* itself. It contains a DNA-binding domain and a transactivation domain, which facilitates interactions with cofactors, including the formation of heterodimers (2).

In humans, heterozygous *PDX1* mutations are known to cause PDX1-MODY, a type of monogenic diabetes known as Maturity Onset Diabetes of the Young (MODY) (3), with symptoms of variable severity including hyperglycemia, pancreatic hypoplasia, general impaired beta cell function, polyhormonal endocrine cells and an increased susceptibility to Type 2 Diabetes (4). The severity of the phenotype and age of onset depend on the specific mutation (5–8). Homozygous *PDX1* mutations in humans lead to pancreatic agenesis and are thus lethal (9).

A well-characterized missense mutation, PDX1^P33T^, located in the transactivation domain, has been studied in human induced pluripotent stem cells (hIPSCs) (5, 10, 11). These *in vitro* studies revealed that the mutation severely impaired the differentiation of progenitors into beta cells, downregulated key target genes, and disrupted beta cell identity, causing transdifferentiation into alpha-like cells. These effects were exacerbated in the homozygous state (10).

While existing mouse models, such as gene knockouts or hemizygous deletions, have advanced our understanding of gene functions (12), they do not recapitulate the specific molecular perturbations of patient point mutations. Such models often overlook critical aspects like residual protein activity, dominant-negative effects or dysregulated-but-present gene expression. They fail to model the genotype–phenotype correlation seen in patients, limiting their translational value. By introducing a defined pathogenic variant into the endogenous locus, disease mechanisms can be studied with precision at the allele level, an essential step toward understanding variant-specific pathology and developing targeted interventions (13).

Given the severe *in vitro* phenotype in hIPSCs and the limitations of current models, we generated a novel mouse model harboring the PDX1^P33T^ mutation. The primary objective of this study was to characterize the *in vivo* consequences of this mutation in the pancreas, glucose homeostasis, and islet function under physiological and metabolic stress conditions.

## 2 Materials and methods

### 2.1 Animals

Mice were kept in a specific-pathogen-free environment in compliance with the Federation of European Laboratory Animal Science Associations (FELASA) protocols and handled according to the recommendations of the Directive 2010/63/EU. Husbandry was in IVC cage systems enriched by mouse houses, bedding material and nestlets. All experiments were performed in accordance with German and European Union guidelines and approved by the government of Upper Bavaria (ROB-55.2-2532.Vet_02-19-152).

Pdx1^P33T^ mice were generated through CRISPR-Cas9 technology and embryo transfer using pure inbred C57BL/6N mouse strain (Charles River) as already described (14). 

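*Pdx1* lies on chromosome 5 of GRCm38 from 147269959 to 147275848 on the plus strand, and GENCODE vM21 gives it 2 exons that encode a protein of 284 residues. The guide RNA, CGGCCCATGTACAGGCACGC, directs Cas9 to the coding part of exon 1. It matches the minus strand from 147270338 to 147270357, and its PAM, AGG, spans 147270335 to 147270337. The single-stranded oligonucleotide, which serves as the repair template, is 120 nucleotides long and covers 147270275 to 147270394 on the plus strand. The reference sequence over that stretch is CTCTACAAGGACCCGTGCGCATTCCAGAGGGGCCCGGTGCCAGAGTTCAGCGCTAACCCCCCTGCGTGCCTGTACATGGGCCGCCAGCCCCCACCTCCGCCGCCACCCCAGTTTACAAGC. The oligonucleotide differs from it at 1 base, C61A counted from 1 at its 5′ end, which falls at position 147270335 and is c.97C>A of the coding sequence. There are 60 bases of the oligonucleotide before the edited base and 59 after it. Codon 33 changes from CCT to ACT, which replaces proline with threonine within the residues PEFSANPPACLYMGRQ of the reference protein. The edited base is also part of the PAM, which reads AGT on the minus strand after the edit. The guide was matched to the transcript of *Pdx1* alone, and sites elsewhere in the genome were not analysed here.

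**Figure D1:**
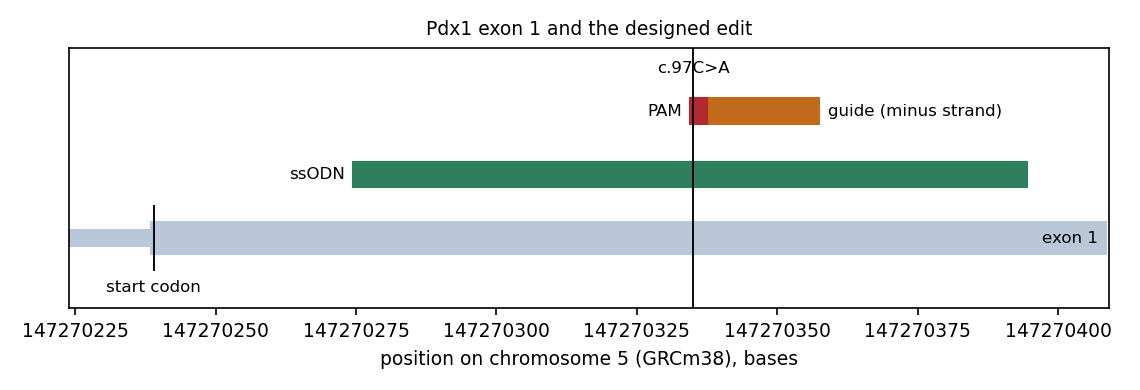
Map of the edited part of *Pdx1* exon 1. The x-axis is the position on chromosome 5 of GRCm38 in bases, the broad bar is coding sequence, the green bar is the oligonucleotide, the orange bar the guide and the red bar its PAM. The vertical line marks c.97C>A at 147270335, inside the PAM and near the middle of the oligonucleotide.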

Sequences of gRNA and single-stranded oligonucleotide can be found in **Supplementary Materials**.

Experiments were performed with male and female homozygous *Pdx1* mutant mice denoted as PDX1^P33T^ and wild-type littermates as wild-type. Cohort animals were bred through homozygous intercrosses to reduce animal numbers.

### 2.2 Metabolic studies

Body weight measurements were carried out at *ad libitum* fed state and blood glucose measurements, blood collections, insulin and glucose tolerance tests and final sacrifice were carried out after a period of food deprivation for 6 hours (fasting). HFD (60 kcal% Fat, D12492i, Research Diets Inc.) was fed for 18 weeks, starting at 6 weeks of age.

#### 2.2.1 Glucose and insulin tolerance test

Glucose and insulin tolerance tests were performed at 8 and 20, 12 and 22 weeks of age, respectively. 2 g/kg of glucose (20% solution, 03158931, B.Braun) or 0.75 U/kg human insulin (Huminsulin Normal 100, LILLY Deutschland GmbH) were administered via intraperitoneal (i.p.) injection. Blood glucose values were determined using a blood glucose meter (Contour NEXT ONE) from tail blood at time points 0, 5, 15, 30, 60 and 120 minutes during the glucose tolerance test and time points 0, 15, 30, 60 and 90 minutes during the insulin tolerance test.

#### 2.2.2 Blood collection

At 14 and 24 weeks of age, fasted blood was collected from the retrobulbar plexus in EDTA-containing tubes (16444, Sarstedt).

#### 2.2.3 Body composition analysis

Body composition analysis was done using noninvasive magnetic resonance (MiniSpec LF50, Bruker) to measure lean and fat mass at 18 weeks of age at *ad libitum* fed state.

### 2.3 *In vitro* studies

#### 2.3.1 Islet isolation

Pancreatic islets were isolated as previously describes by (15). Subsequently, they were cultured for 24–48 hours in RPMI medium (21875034, Thermo Fisher) supplemented by 10% v/v fetal bovine serum (26140079, Life Technologies) and 1% v/v penicillin/streptomycin (15140122, Life Technologies) at 37 °C and 5% CO_2_.

#### 2.3.2 ELISA

Insulin content of plasma samples was assessed by Ultra Sensitive Mouse Insulin ELISA (90082, CrystalChem), according to manufacturer’s instructions.

#### 2.3.3 Islet morphology study

Pancreatic tissue was fixed in 4% paraformaldehyde, paraffin-embedded, and sectioned at 3µm. Sections were co-stained for insulin (Cell Signaling #3014; 1:400) and glucagon (Merck G2654; 1:1000) using secondary antibodies AF750 goat anti-rabbit (Invitrogen A21039; 1:100) and AF555 donkey anti-mouse (Invitrogen A32773; 1:200), respectively. Nuclei were counterstained with Hoechst 33342 (Thermo Fisher H1399; 7.5 µg/ml). Sections were scanned at 20x magnification on a Zeiss AxioScan 7 digital slide scanner. Insulin- and glucagon-expressing cell areas were quantified on whole-slide images using Visiopharm image analysis software. beta- and alpha-cell masses were calculated as the percentage of insulin- and glucagon-positive area, respectively, multiplied by the total pancreatic weight. Mean pancreatic islet area was determined from the combined insulin- and glucagon-positive area.

#### 2.3.4 Transcriptome analysis: RNA-sequencing

RNA integrity was verified using a Bioanalyzer 2100 system. Libraries were prepared from mRNA using either non-strand-specific or dUTP-based strand-specific protocols, followed by quality control with Qubit, qPCR, and Bioanalyzer. Pooled libraries were sequenced on an Illumina platform. Raw sequencing reads were quality-filtered with fastp to remove low-quality reads and adapters, then aligned to the reference genome using Hisat2. Gene expression was quantified as FPKM using featureCounts. Differential expression analysis was performed using DESeq2 (for groups with replicates) or edgeR (for groups without replicates). Statistical significance was determined using a Benjamini and Hochberg-adjusted p-value ≤ 0.05 and a log2 fold change ≥ 0.585 (fold change ≥ 1.5). Only genes with a quantitative value in at least 80% of replicates in one condition were included in the analysis.

#### 2.3.5 Proteome analysis

Tissue lysate was subjected to tryptic digestion using the PreOmics iST Kit according to the manufacturer’s protocol. Peptides were analyzed on a Thermo Fisher Scientific VanquishNeo HPLC system coupled to a Bruker timsTOF HT mass spectrometer. Chromatographic separation was performed using an Acclaim PepMap100 C18 trap column and an Aurora C18 analytical column. Peptides were eluted over a 45-minute gradient of 3-40% acetonitrile in 0.1% formic acid. Mass spectrometry data were acquired in DIA-PASEF mode. The acquisition covered a mass range of 300–1250 m/z and a mobility range of 0.65-1.35 1/k_0_. Precursors were isolated with 34 equal windows, applying collision energy from 20 V (0.6 1/k_0_) to 59 V (1.6 1/k_0_). DIA files were processed using Spectronaut (Version 19) as direct DIA. The Pulsar search engine was used against a SwissProt mouse database (Release 2020_02). Quantification was based on MS2 area, using precursor filtering (Qvalue), cross-run normalization, and summing protein-group specific peptide intensities for protein quantification. Only proteins which had a quantitative value in at least 80% of biological replicate, in one condition were included in further analysis. Additionally, only proteins with a *p*-value ≤ 0.05 and log_2_ fold change ≥ 0.585 were considered significantly differentially expressed.

#### 2.3.6 Ingenuity pathway analysis

Significantly altered genes (adj. *p*-value ≤ 0.05) and proteins (*p*-value ≤ 0.05) due to the PDX1^P33T^ mutation were analyzed using Ingenuity Pathway Analysis software (IPA; Qiagen) as previously described (16–21). Each list was analyzed on the basis of predicted molecule classification (other excluded), in addition to canonical pathways and downstream disease and functions, using the IPA *p*-value enrichment score (*p*-value ≤ 0.05) (22).

### 2.4 Statistics and reproducibility

Graphical data were prepared using GraphPad Prism (version 10.0.2 and 10.5.0). Statistical analysis of *in vivo* phenotyping and islet morphology data was performed using one-way or two-way ANOVA followed by the *post hoc* Tukey test. Differentially accumulated genes and proteins were defined as those with a log_2_ fold-change ± 1.5 and adj. *p*-value ≤ 0.05 or *p*-value ≤ 0.05 respectively. Normally distributed data were analyzed by unpaired Student’s *t*-tests to detect differences between wild-type and PDX1^P33T^ islets. Differences between groups were considered significant when *p*-value ≤ 0.05. The number of biological replicates “n” used in each experiment are presented in figure captions, results are presented as mean values ± standard of error of means (SEM) if not indicated otherwise.

## 3 Results

### 3.1 Generation and *in vivo* characterization of a PDX1^P33T^ mouse line

We generated the PDX1^P33T^ mouse line using CRISPR-Cas9 technology, inducing a C-to-A transversion at position c.97 in exon 1 of the *Pdx1* gene. This causes an amino acid exchange from proline 33 to threonine (P33T) within the N-terminal transactivation domain (TAD), which is located within an intrinsically disordered region (IDR) (**Figures 1A–C**) and is conserved among numerous species (**Figure 1F**). Contrary to our expectations, we observed viable homozygous PDX1^P33T^ offspring following heterozygous intercrosses, though at a significantly decreased Mendelian ratio compared to both wild-type and heterozygous animals (**Figures 1D, E**).

**Figure 1:**
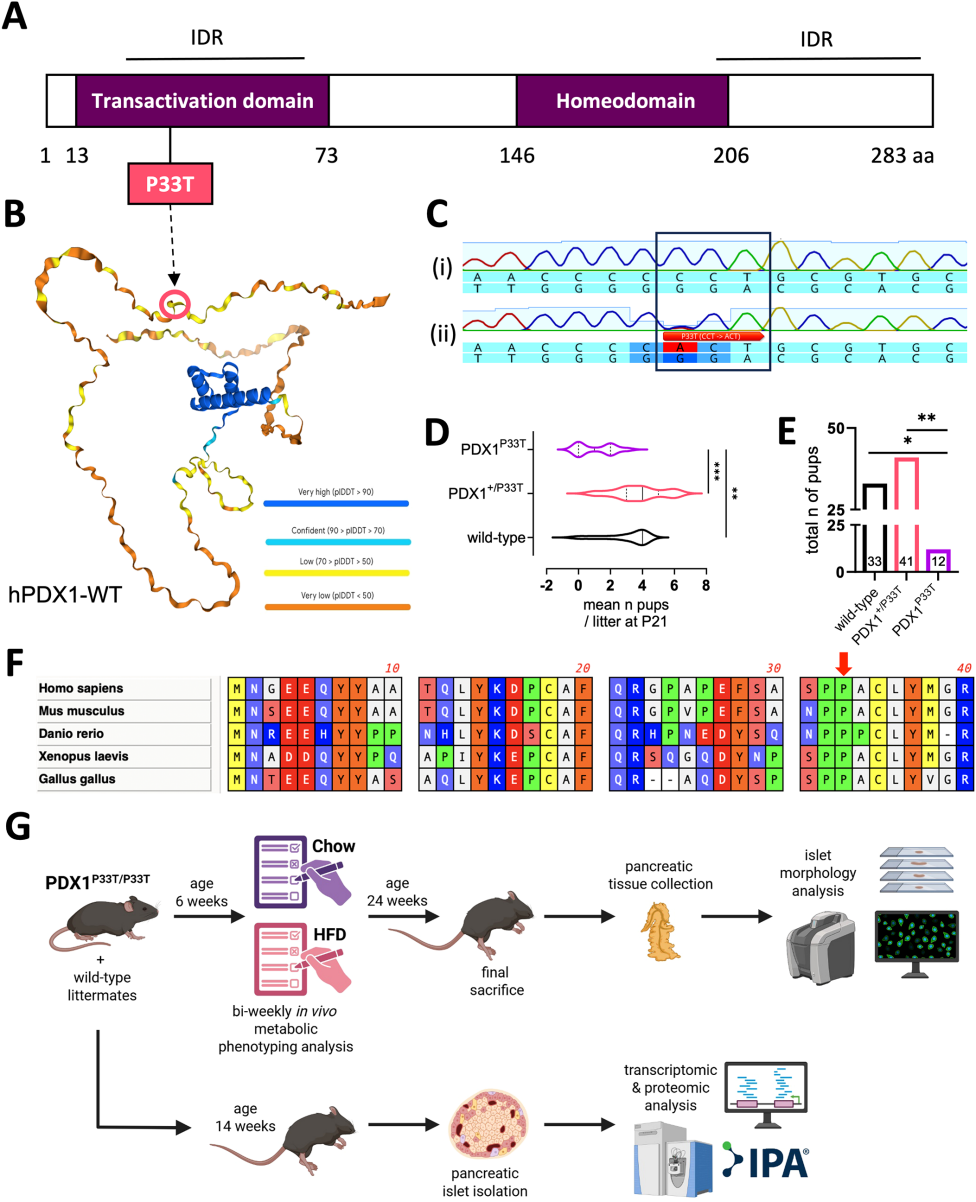
PDX1^P33T^ protein structure does not inhibit viability of homozygous mutant mice. **(A)** Scheme of human PDX1 protein structure displaying its domains, IDRs and the location of the investigated point mutation P33T. **(B)** Alpha-fold rendering of the human PDX1 protein structure, colored according to prediction accuracy certainty, including the location of the investigated point mutation P33T. **(C)** Sequences of the targeted genomic region in the wild-type (i) and founder animal (ii) showing a single nucleotide substitution (C > A) at position c.97. Wild-type sequence: 5’-…CCC**C**CTGCG…-3’. Mutated sequence: 5’-…CCCACTGCG…-3’. **(D)** Graph displaying the mean number of offspring per genotype per litter, at postnatal stage P21, acquired by heterozygous mating (n = 11 litters). **(E)** Graph displaying the total number of pups at postnatal stage P21 acquired from all 11 litters from heterozygous matings, according to their genotypes. Genotype counts deviated significantly from the expected Mendelian 1:2:1 ratio (χ^2^ = 10.44, df = 2, p = 0.0054). When analysis was restricted to surviving offspring (WT vs. Het only), the observed distribution differed from an 1:2 expectation (χ^2^ = 4.22, df = 2, p = 0.04), indicating marked underrepresentation of homozygous and a smaller but detectable reduction in heterozygote survival. **(F)** Multiple sequence alignment of the first 40 amino acids of the PDX1 protein from five different species including homo sapiens (human), mus musculus (mouse), danio rerio (zebrafish), xenopus laevis (frog) and gallus gallus (chicken), particularly depicting the conservation of the P33 residue among multiple species. **(G)** Graphical summary of the experimental pipeline described in this manuscript, HFD – high fat diet, IPA – Ingenuity Pathway Analysis. Created in BioRender (72). "*" p-value ≤ 0.05; "**" p-value ≤ 0.005; "***" p-value ≤ 0.0005.

Next, we sought to assess the PDX1-MODY-relevant phenotype and subjected homozygous PDX1^P33T^ mice and their wild-type littermates to a series of phenotyping analyses (**Figure 1G**). To further understand the extent of the phenotype under metabolic stress, we challenged a subset of mice with a high-fat diet (HFD). Routine measurements of body weight (**Figure 2A**) and fasted blood glucose in both male (**Figure 2B**) and female (**Supplementary Figures S1A, B**) mice revealed no changes between the groups, independent of diet and age. To understand whether PDX1^P33T^ mice are responsive to glucose and insulin in adolescence and retain this sensitivity through adulthood we conducted intraperitoneal glucose (i.p.GTT) and insulin tolerance tests (i.p.ITT) at various stages of the phenotyping pipeline. The i.p.GTT at 8 weeks of age (**Figure 2C**, **Supplementary Figure S1C**) remained inconspicuous, though the i.p.GTT at 20 weeks of age in males showed a moderate glucose intolerance on chow diet (**Figure 2D**). Female mice remained glucose tolerant regardless of diet or age (**Supplementary Figure S1D**). Furthermore, the i.p.ITT indicated that at 12 (**Figure 2E**, **Supplementary Figure S1E**) and 22 weeks of age (**Figure 2F**, **Supplementary Figure S1F**) PDX1^P33T^ mice of both sexes remained insulin sensitive.

**Figure 2:**
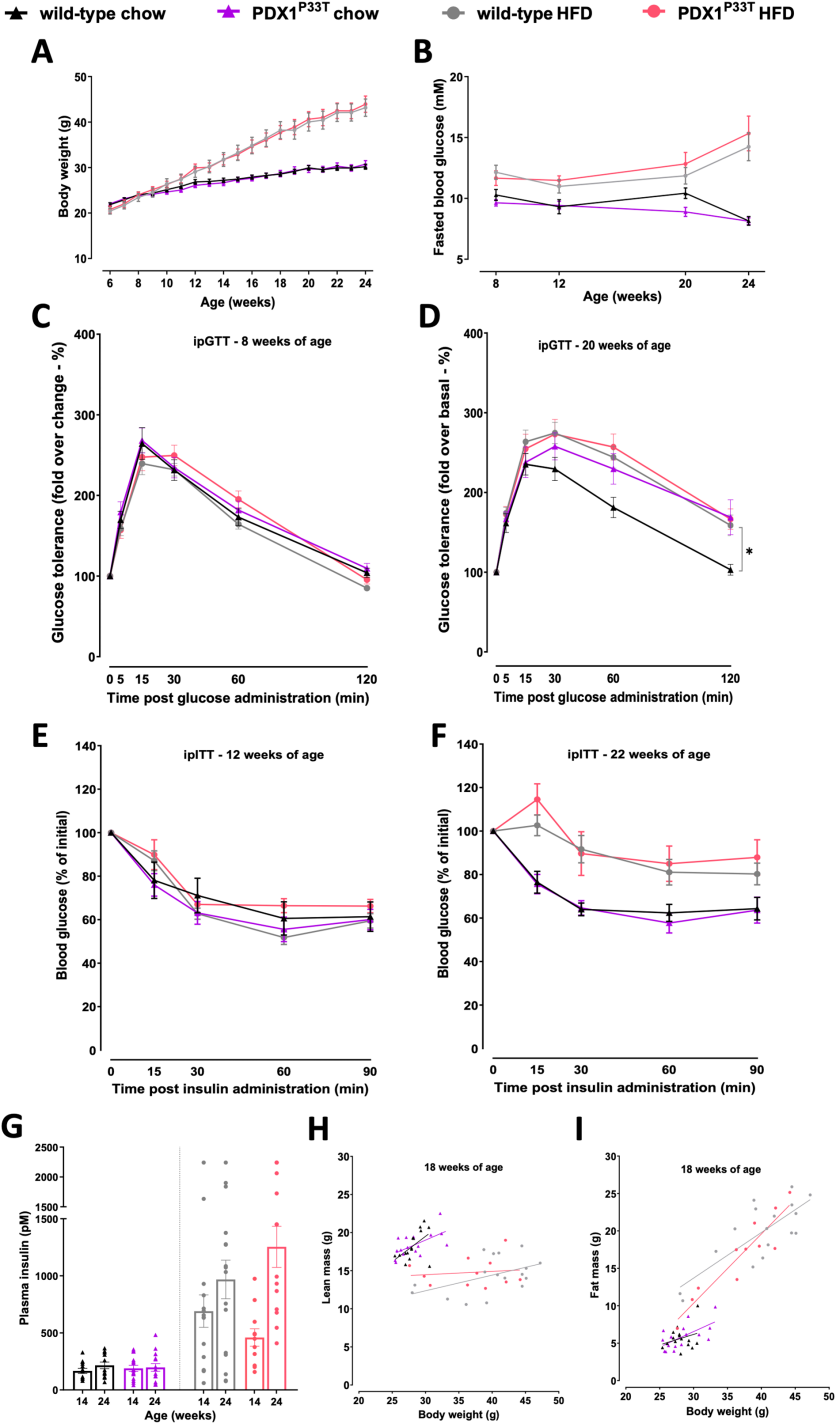
Male PDX1^P33T^ mice maintain normoglycemia and insulin sensitivity in adulthood. Comparison between male wild-type and mutant PDX1^P33T^ mice on either a chow diet or HFD diet. **(A)** Weekly *ad libitum* body weight in wild-type and homozygous PDX1^P33T^ mice, data are shown as mean SEM, n=12-15. **(B)** Blood glucose levels post 6h fasting in wild-type and homozygous PDX1^P33T^ mice, data are shown as mean SEM, n=12-15; **(C)** I.p. glucose tolerance test at 8 weeks of age and **(D)** 20 weeks of age after a 6h fasting period; administered D-glucose (2g/kg); blood glucose values were normalized to baseline (t = 0 min), n=12-15. **(E)** I.p. insulin tolerance test at 12 weeks of age and **(F)** 22 weeks of age after a 6h fasting period; injected with human recombinant insulin (0,75 U/kg); blood glucose values were normalized to baseline (t = 0 min), n=12-15. **(G)** Plasma insulin levels measured in blood samples collected from the retroorbital plexus after a 6h fasting period at 14 and 24 weeks of age from wild-type and PDX1^P33T^ mutant mice, n=12-15. **(H–I)** Body composition analysis showing the linear regression of lean mass **(H)** and fat mass **(I)** against total body weight, n=12-15. "*" p-value ≤ 0.05.

To assess basal insulin levels as an indicator of metabolic status and possible insulin resistance, we additionally collected fasted blood from the periorbital vein plexus at 14 and 24 weeks of age and measured plasma insulin concentration. At both time points, fasted insulin levels in PDX1^P33T^ mice were comparable to those of wild-type (**Figure 2G**, **Supplementary Figure S1G**). Finally, we investigated the body composition of mutant and wild-type mice on both diets and found no significant differences in fat and lean mass within the parameters of the same diet (**Figures 2H, I**, **Supplementary Figures S1H, I**).

### 3.2 PDX1^P33T^ mice compensate through islet hyperplasia on regular chow diet but fail to adapt on HFD

To identify whether PDX1^P33T^ mice might be compensating through changes in islet morphology, we used an automated image analysis system to examine islet architecture and composition on pancreatic tissue sections. While there were no relative differences in pancreas weight and beta cell and alpha cell hypertrophy between PDX1^P33T^ mice and wild-type (**Figures 3A–C**, **Supplementary Figures S2A–C**), we observed that male mutant mice under chow diet conditions had larger islets than the control group (**Figure 3D**). However, under HFD conditions, male PDX1^P33T^ mice fail to increase islet size in response to the metabolic challenge to the same extent observed in wild-type (**Figure 3D**). Furthermore, the control group showed a diet-dependent increase in islet number, while mutant mice did not (**Figure 3E**). Both changes cannot be observed in female PDX1^P33T^ mice (**Supplementary Figures S2D, E**). Additionally, we observed no significant changes in islet architecture with no shift in relative prevalence in beta- and alpha-cells determined by insulin and glucagon expression, respectively, or the presence of double positive for both hormones cells (**Figure 3F**, **Supplementary Figures S2F**, **S3A, B**).

**Figure 3:**
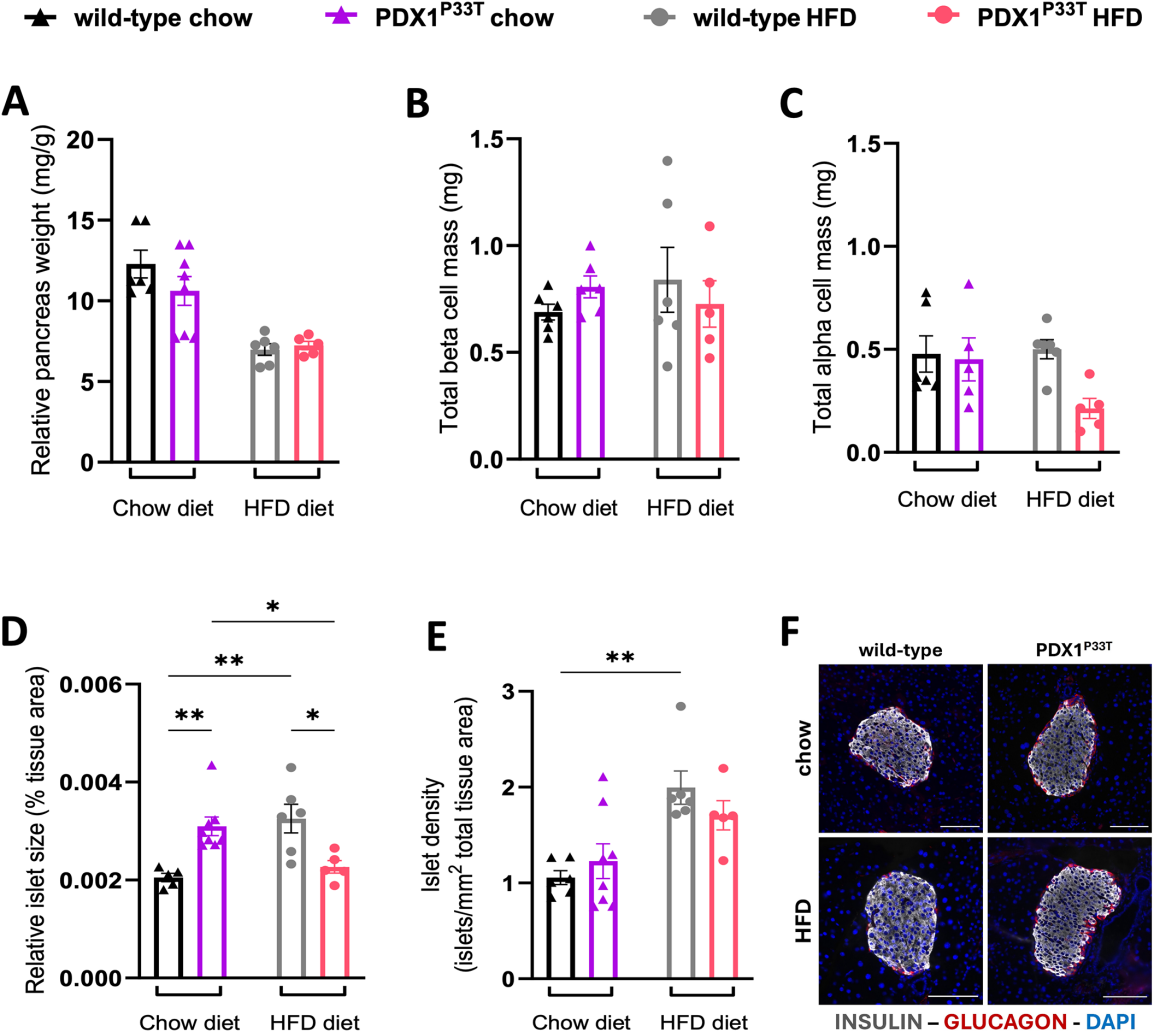
*Pdx1* point mutation does not result in beta cell loss, but rather an increase in islet size. **(A)** Pancreatic tissue weight (mg) of male wild-type and mutant PDX1^P33T^ mice on either a chow diet or HFD diet, normalized to body weight (g), collected at 24 weeks of age. **(B-E)** Bar charts showing the quantification thereof, analyzing total beta cell and alpha cell mass, islet size and islet number on whole pancreatic tissue slices (thickness = 3μm), n=5-8; data are shown as mean with SEM. **(F)** Representative composite images of islets from wild-type and PDX1^P33T^ male mice, from both the chow and HFD cohorts used for the quantification of islet morphology; stained against insulin (gray), glucagon (red) and counterstained with DAPI (blue) to visualize nuclei; images acquired using 20x magnification; scale bar = 100 µm. "*" p-value ≤ 0.05; "**" p-value ≤ 0.005.

### 3.3 Subtle molecular shifts in PDX1^P33T^ islets hint at increased diabetes susceptibility

To uncover the molecular basis for the absence of a diabetic phenotype in male PDX1^P33T^ mice but existing changes in islet morphology, we conducted concurrent bulk RNA-sequencing and proteomics analyses on whole pancreatic islets isolated from chow-fed 14-week-old male PDX1^P33T^ and wild-type mice. This time point, equivalent to approximately 30 human years (23), sufficiently covers the clinical onset period in human patients (24).

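For the transcriptome, RNA of whole islets was sequenced in bulk, so each library mixes beta, alpha, delta and other islet cells. The deposited files hold 6 libraries from wild-type mice and 5 from mice homozygous for the mutation. The figure legend speaks of 6 individual mice for each biological replicate, so a library may hold the islets of several mice, and n counts libraries here. The authors trimmed the reads with fastp, aligned them with Hisat2, counted them per gene with featureCounts and deposited FPKM, the reads per kilobase of gene scaled to the reads counted in the library. The genome build, the annotation and the versions of these tools are not given in the sources used here. FPKM made from whole reads move in steps of 1 read, and these steps, with the gene lengths and wild-type read counts of Table S1, returned the number of reads counted per library. It ranged from 19311937 to 37094286 reads in wild-type (median 24979124) and from 23731684 to 36865206 reads in PDX1 P33T (median 26887871).

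In the deposited table most wild-type values do not stand on the rows of their genes. Across the 19329 gene IDs, Pearson's r of log2(FPKM + 0.1) between a wild-type and a PDX1 P33T library lay between 0.125 and 0.139 across genes, against 0.956 to 0.987 between wild-type libraries and 0.974 to 0.990 between PDX1 P33T libraries. The highest wild-type FPKM, 113559 to 162510 in the 6 libraries, stood on the row of the Y-linked gene *Eif2s3y*, while the highest PDX1 P33T FPKM, 135342 to 177811, stood on that of *Ins2*. At the gene lengths of Table S1, the PDX1 P33T values of 1672 of 1672 genes with a value above 0 were whole reads in every library, counting a value within 0.02 of a whole read as whole. As deposited, the wild-type values of 13 of 1704 genes with a value above 0 were. These 13 genes, the first of Table S1, with *Osbpl5*, *Pigr*, *Jpt1* and *Prkg2* among them, are on their own rows.

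The wild-type values were therefore put back on their genes before any comparison. The part of Table S1 held here, the first 1749 of its 25399 rows, lists normalized counts of each wild-type library beside the gene name, and these identified the row with the same reads for 1711 genes. A further rule paired rows of the same recovered gene length whose group means lay within 4-fold, where no other row or gene of that length lay within 16-fold. It found 3452 genes, 410 of which could be checked against Table S1, with 410 on the right row and 0 on a wrong one. The wild-type rows of these 410 genes are in the table, so the check does not cover genes whose own row is missing. Matching by length alone, dropped for its implausible changes, also had 290 right and 0 wrong. By both ways together, 4762 genes, 24.6% of the table, had their wild-type values put back. Over the 1672 genes put back by their reads in Table S1 and above 0 in PDX1 P33T, r between the genotypes then had a median of 0.966. For the others the rule itself asks for like levels, so their r says nothing about the matching. The second rule cannot show a change of more than 4-fold, and the 1711 genes of Table S1 are not a random sample, because their place in Table S1 follows the difference between the genotypes.

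Genotypes were compared with limma on log2(FPKM + 0.1), which understates the change of genes with low FPKM. The fit held 4723 genes, after 39 genes that the authors' filter lists at 0 in every PDX1 P33T library were left out, and p-values were adjusted by Benjamini-Hochberg over all 19329 gene IDs, with the genes that could not be put back counted as unchanged. The calls used the thresholds of the paper's RNA-sequencing methods, an adjusted p of at most 0.05 and a fold change of at least 1.5. The paper's statistics section instead gives a log2 fold change of 1.5, under which 0 genes of Table S1 were called higher and 1 lower. *Mettl13*, which is not among those genes and is treated apart, also passed that limit with a log2 fold change of -1.51.

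**Figure D2:**
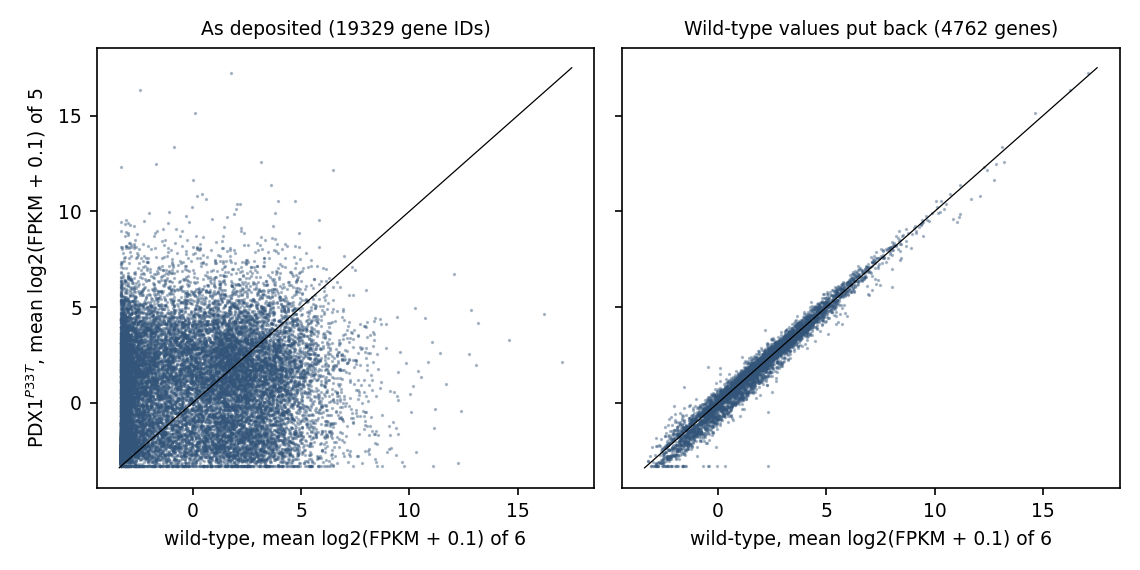
Mean log2(FPKM + 0.1) of 6 wild-type libraries (x-axis) against 5 PDX1 P33T libraries (y-axis), 1 point per gene, with the line of equal values. The left panel shows the 19329 gene IDs as deposited and the right panel the 4762 genes with wild-type values put back, which lie along the line. The points along the lower edge of the right panel are the 39 genes listed at 0 in PDX1 P33T.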

Initial RNA-sequencing returned a complex core of 19,329 genes, with 18,064 in wild-type males and 18,963 in PDX1^P33T^ males (**Figure 4A**, **Supplementary Table S1**). 

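The deposited table holds values for 19329 gene IDs. A value above 0 in at least 4 of the 5 PDX1 P33T libraries, the 80% rule of the methods, was met by 18963 of them, and 17600 had a value in all 5. A single PDX1 P33T library had values for 18610 to 18754 gene IDs, with a median of 18716. With each PDX1 P33T library left out in turn, and a value required in all 4 that were left, between 17809 and 17953 gene IDs passed. In wild-type, 14181 rows had a value in at least 5 of the 6 libraries and 14598 to 15827 rows had one in a single library, but because most of those values stand on the rows of other genes, they do not give the number of genes detected in wild-type, which is not analysed here.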

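Gene biotypes were taken from GENCODE vM21 by gene ID, which gave a biotype for 18789 of the 19329 gene IDs. Of these, 14896 were protein-coding, a share of 79.3% with a 95% Wilson interval of 78.7% to 79.9%. Long non-coding RNAs made up 11.0% (2067 gene IDs, interval 10.6% to 11.5%) and processed pseudogenes 6.07% (1140 gene IDs, interval 5.73% to 6.42%). The intervals cover counting error only, since the list is not a random sample of genes. Among the 17174 gene IDs with a biotype and a value in every PDX1 P33T library, the shares were 82.6%, 9.18% and 5.42%, a setting chosen after the data were seen.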

Protein-coding genes comprised the largest fraction (79.7%), followed by long non-coding RNAs (11.8%), and processed pseudogenes (5.4%) (**Supplementary Figure S4A**). A direct comparison found that a substantial 1,265 genes were uniquely detected in PDX1^P33T^ mice, while a comparative smaller 366 genes were absence (i.e. wild-type only) (**Supplementary Figure S4B**). Additionally, data independent acquisition (DIA) proteomics was performed, revealing a suite of proteins, totally 8,141 (**Figure 4A**, **Supplementary Table S2**). This was accompanied by high protein coverage, averaging 98.7% across all mice, with 13.7 unique peptides per protein. 

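In PDX1 P33T, 366 gene IDs were listed at 0 in all 5 libraries. No gene ID had a value in only 1, 2 or 3 of them, while 1363 had one in 4 and 17600 in 5. A 0 in these columns therefore marks a gene that failed the 80% rule, which some reads in up to 3 libraries would also do, and it is not a measured absence. Of the 345 of these gene IDs with a biotype, 46.1% were protein-coding and 30.7% long non-coding RNAs, against 79.9% and 10.6% of the 18444 with a biotype that passed the rule. The wild-type values of 39 of the 366 could be put back, and no fold change is given for them. The genes detected only in PDX1 P33T need the wild-type value of every gene and are not analysed here.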

A direct comparison of the protein identifications revealed a core proteomic inventory of 7,731, with 213 proteins uniquely detected in PDX1^P33T^ mice and 197 protein absence (**Supplementary Figure S4C**).

**Figure 4:**
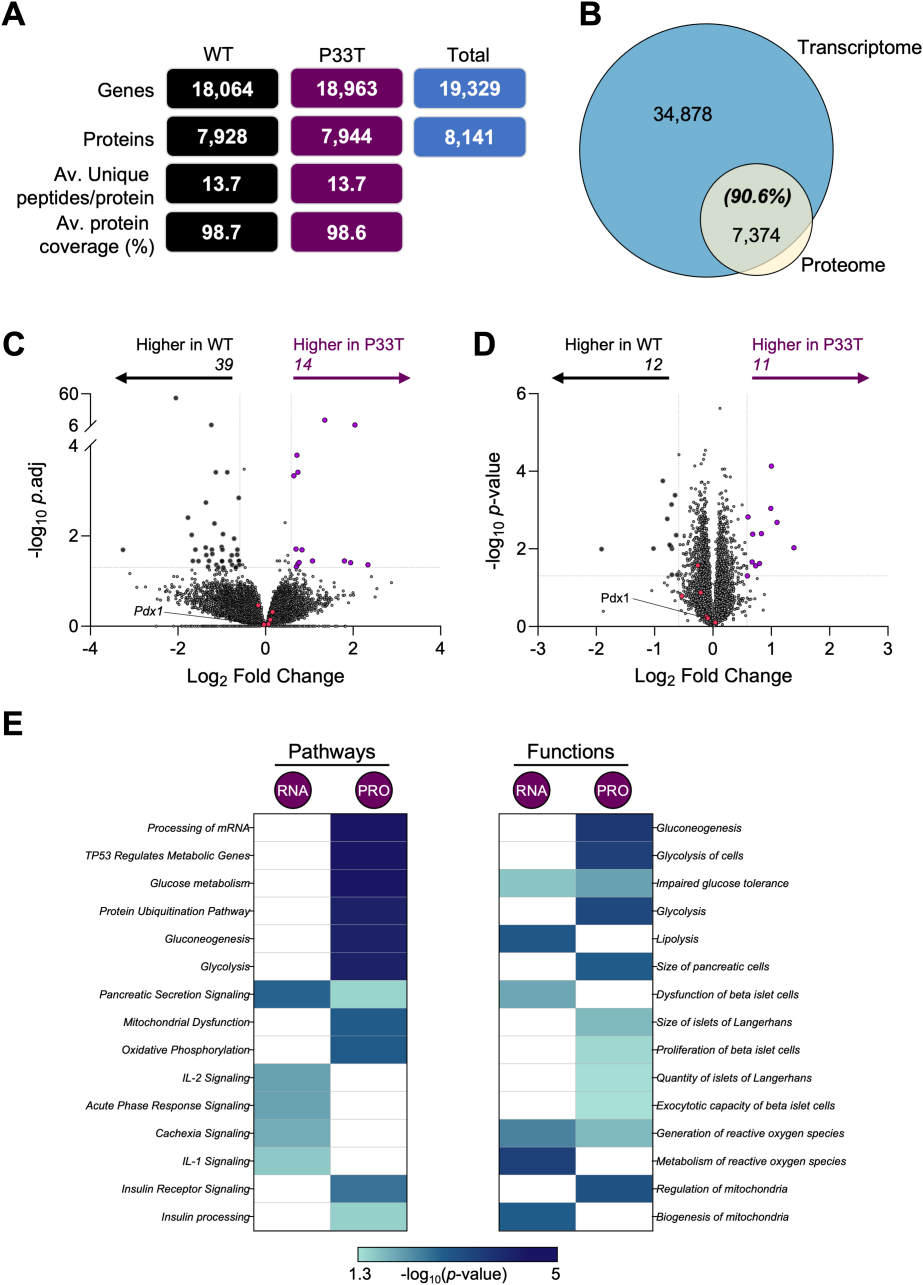
Transcriptomic and proteomic profiles of whole pancreatic islets of PDX1^P33T^ mice show hints at increased cell stress. Transcriptomic and proteomic analyses were performed using isolated islets as described above (n = 5–6 biological replicates collected from 6 individual mice/biological replicate). **(A)** The total number of genes and proteins identified within each population and total, including the average number of unique peptides per protein and average protein coverage. **(B)** Overlap between all gene-protein products and those detected in the proteomic analysis. Volcano plots depict the log_2_ fold change (x-axis) in **(C)** gene and **(D)** protein expression; y-axis is the –log_10_ adj. or *p*-value respectively. Genes/proteins with significantly different expression (fold change ± 1.5 and *p*-value ≤ 0.05) are drawn in black (downregulated) and purple (upregulated). Genes/proteins of interest (Pdx1, Kcnj11, Mafa, Slc2a2, Ins1, Ins2) are colored in pink. **(E)** Heatmaps present the top 15 significantly enriched (*p*-value ≤ 0.05) pathways and functions identified by Ingenuity Pathway Analysis.

Protein identifications were integrated with UniProt for annotation (**Supplementary Figure S4D**). Moreover, we found >90% of the proteome was captured in the transcriptome data (**Figure 4B**, **Supplementary Tables S1, S2**). Initial interrogation of each dataset with Ingenuity Pathway Analysis (IPA) demonstrated no overt differences in the categorizations of molecule type, except the RNA level invested more in transcription regulators (19.2 v 15.5%) and receptors (2.6 v 6.6%), while the protein level invested in enzymes (56.3 v 64.7%) (**Supplementary Figure S4E**). 

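*Osbpl5*, on chromosome 7, had 5.56 ± 0.745 FPKM (SD, n = 6) in wild-type and 1.35 ± 0.129 FPKM (SD, n = 5) in PDX1 P33T islets. Its log2 fold change was -1.96 (standard error 0.11, adjusted p = 5.9e-06 from limma with Benjamini-Hochberg adjustment). All PDX1 P33T libraries lay below all wild-type libraries (exact two-sided permutation test, p = 0.0043, the smallest p that 6 against 5 libraries allow), and with each library left out in turn the log2 fold change stayed between -2.01 and -1.92. The alternative that moved it most was a pseudocount of 1, chosen after the data were seen, with a log2 fold change of -1.47. *Jpt1*, on chromosome 11, had 16.9 ± 4.54 FPKM (SD, n = 6) in wild-type and 7.19 ± 1.25 FPKM (SD, n = 5) in PDX1 P33T, a log2 fold change of -1.20 (standard error 0.18). Its groups did not overlap either (exact permutation test, p = 0.0043), and its adjusted p of 0.0512 from limma lay just above the threshold. With 1 library left out the adjusted p ran from 0.00888 to 0.177 and was at most 0.05 only without wild-type replicate 1 (0.00888), which had its lowest wild-type value, or wild-type replicate 3 (0.0265). With a replicate block it was 1 by the titles and 0.695 by the library names. *Fxyd6*, on chromosome 9, rose from 51.3 ± 5.15 FPKM (SD, n = 6) to 69.9 ± 6.51 FPKM (SD, n = 5), a ratio of means of 1.36 and a log2 fold change of 0.45 (standard error 0.09). All PDX1 P33T libraries were above all wild-type libraries (exact permutation test, p = 0.0043), but the fold change was under 1.5 and the adjusted p from limma was 0.333. PDX1 P33T replicate 2 had 81.4 FPKM of *Fxyd6*, apart from the other 4 libraries at 65.5 to 68.1 FPKM. *Osbpl5*, *Jpt1* and *Fxyd6* were named in the paper for a difference in these same libraries, so their permutation p is no independent support. The proteins of these genes were not analysed here.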

Only three proteins were significantly altered (FC ± 1.5, *p*-value ≤ 0.05) in both datasets, oxysterol-binding protein-related protein 5 (Osbpl5), jupiter microtubule associated homolog 1 (Jpt1) and FXYD domain-containing ion transport regulator 6 (Fxyd6).

To delve deeper into the quantitative expression differences within each omics, we compared the profiles from PDX1^P33T^ and wild-type islets (**Supplementary Tables S1, 2**). Volcano plot analysis revealed no significant dysregulation at the RNA (FC ± 1.5, adj *p*-value ≤ 0.05) or protein level (FC ± 1.5, *p*-value ≤ 0.05) of *Pdx1* itself or known PDX1 targets such as insulin 1(*Ins1*), MAF bZIP transcription factor A (*Mafa*) and solute carrier family 2 (facilitated glucose transporter), member 2 (*Slc2a2*) (**Figures 4C, D**, **Supplementary Tables S1, S2**). 

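In PDX1 P33T islets *Pdx1* was measured at 79.0 ± 0.881 FPKM (SD, n = 5), with the libraries between 77.9 and 80.0 FPKM, and *Slc2a2* at 75.8 ± 12.6 FPKM (SD, n = 5). The rows with their wild-type values were not found, so neither gene was compared between genotypes here. *Ins1* was at 77249 ± 14999 FPKM (SD, n = 6) in wild-type and 83478 ± 11125 FPKM (SD, n = 5) in PDX1 P33T, a log2 fold change of 0.13 (standard error 0.18, adjusted p = 1 from limma with Benjamini-Hochberg adjustment). *Ins2*, the other mouse insulin gene, was at 136382 ± 18579 FPKM (SD, n = 6) and 152890 ± 19886 FPKM (SD, n = 5), a log2 fold change of 0.17 (standard error 0.16, adjusted p = 1 from limma). For both genes the difference was within the spread between libraries (exact two-sided permutation test, p = 0.42 for *Ins1* and 0.199 for *Ins2*). With 1 library left out the log2 fold change ran from 0.05 to 0.20 for *Ins1*, with 0.05 without wild-type replicate 5 and 0.06 without wild-type replicate 4 or PDX1 P33T replicate 2, and from 0.11 to 0.22 for *Ins2*. *Ins1* and *Ins2* are paralogs, and reads in their shared sequence could have been split between them. *Mafa* fell from 314 ± 68.3 FPKM (SD, n = 6) to 259 ± 32.5 FPKM (SD, n = 5), a log2 fold change of -0.27 (standard error 0.14, adjusted p = 0.792 from limma). Taken by itself *Mafa* gave an exact two-sided permutation p of 0.0173, and without wild-type replicate 2, at 453 FPKM against 278 to 297 FPKM in the other 5, its log2 fold change was -0.16. The wild-type values of these 3 genes were put back by length and level, so a change of more than 4-fold in any of them would not have been seen. *Kcnj11*, which Figure 4C marks with them, had 42.5 ± 4.81 FPKM (SD, n = 5) in PDX1 P33T, and its wild-type row could not be told from another of the same length. The paper found neither PDX1 nor its targets *Ins1*, *Mafa* and *Slc2a2* significantly dysregulated, in RNA or in protein. It reasons from this that the stability of the PDX1 protein was not compromised. It also proposes that the substitution may impair the binding of cofactors only in part. The protein level was not analysed here.

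**Figure D3:**
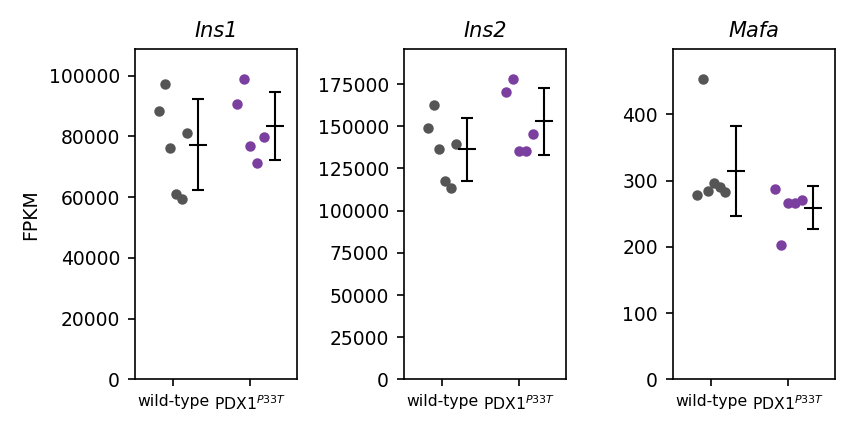
FPKM of *Ins1*, *Ins2* and *Mafa* (y-axis) in each wild-type (gray) and PDX1 P33T (purple) library, with the mean and SD beside the points. The 2 genotypes overlap for all 3 genes, and 1 wild-type library stands at 453 FPKM of *Mafa*.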

We did observe a very modest shift in gene expression with 14 significantly upregulated, including T cell specific GTPase 1 (*Tgtp1*), cGMP-dependent protein kinase 2 (*Prkg2*) and immunoglobulin mu Fc receptor (*Fcmr*) (**Figure 4C**, **Supplementary Table S1**). Conversely, 39 genes were significantly downregulated, including X-linked lymphocyte regulated gene 4 (*Xlr4b*), *Osbpl5*, and tumor necrosis factor receptor superfamily member 16 (*Ngfr*). 

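Over the 1672 genes of Table S1 in the fit, 2 were called higher in PDX1 P33T, *Pigr* and *Prkg2*. At an unadjusted p under 0.05 and a fold change of at least 1.5 there were 143, a number that the choice of these genes by their p-values raises. *Pigr*, on chromosome 1, which encodes the polymeric immunoglobulin receptor, rose from 2.02 ± 0.362 FPKM (SD, n = 6) in wild-type to 5.15 ± 0.684 FPKM (SD, n = 5) in PDX1 P33T, a log2 fold change of 1.31 (standard error 0.13, adjusted p = 0.0019 from limma with Benjamini-Hochberg adjustment). *Prkg2*, on chromosome 5, rose from 0.109 ± 0.0509 FPKM (SD, n = 6) to 0.455 ± 0.0535 FPKM (SD, n = 5), from 4 to 36 reads per wild-type library to 51 to 94 reads per PDX1 P33T library. Its log2 fold change was 1.45 (standard error 0.18, adjusted p = 0.0146 from limma), and the adjusted p went up to 0.0875 with 1 library left out. *Fcmr*, on chromosome 1, had 1 to 11 reads in the wild-type and 14 to 53 reads in the PDX1 P33T libraries. It rose from 0.15 ± 0.0832 FPKM (SD, n = 6) to 0.562 ± 0.261 FPKM (SD, n = 5), with a log2 fold change of 1.41 (standard error 0.31) and an adjusted p of 0.423 from limma. *Tgtp1*, on chromosome 11, had 0 to 5 reads and 6 to 29 reads, that is 0.0359 ± 0.0203 FPKM (SD, n = 6) and 0.18 ± 0.113 FPKM (SD, n = 5). Its log2 fold change was 0.98 (standard error 0.23, adjusted p = 0.457 from limma), and reads could have been shared with its near-identical copy *Tgtp2*. For each of these 4 genes all PDX1 P33T libraries lay above all wild-type libraries (exact two-sided permutation test, p = 0.0043, the smallest possible). *Pigr* was chosen by its call here, and the paper named the others for a difference in these same libraries. The permutation p is therefore no independent support. The count of calls moved most, among the alternatives set before the data were examined, to 0 at an absolute log2 fold change of at least 1.5 and with a replicate block by the numbers in the titles.

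**Figure D4:**
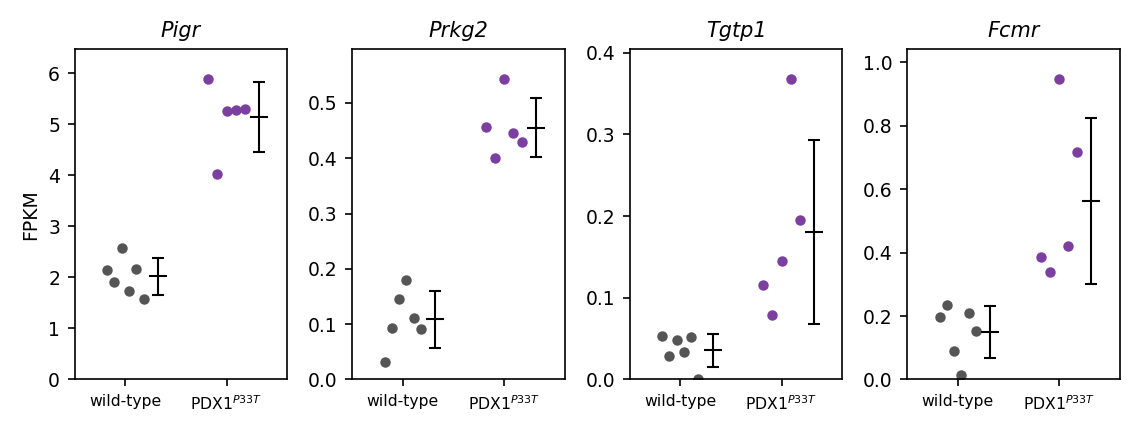
FPKM of *Pigr*, *Prkg2*, *Tgtp1* and *Fcmr* (y-axis, a scale of its own in each panel) in 6 wild-type (gray) and 5 PDX1 P33T (purple) libraries, with the mean and SD beside the points. The groups do not overlap in any panel, and *Prkg2*, *Tgtp1* and *Fcmr* stay under 1 FPKM.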

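Of the same 1672 genes, *Osbpl5* was the 1 called lower in PDX1 P33T, and 334 were lower at an unadjusted p under 0.05 and a fold change of at least 1.5. Leaving out wild-type replicate 1 gave 4 called lower, the highest count when a single library was left out. *Ngfr*, on chromosome 11, had 1.51 ± 1.07 FPKM (SD, n = 6) in wild-type and 0.443 ± 0.196 FPKM (SD, n = 5) in PDX1 P33T, with 62 to 279 reads per wild-type library and 24 to 59 reads per PDX1 P33T library. The log2 fold change was -1.45 (standard error 0.34, adjusted p = 0.457 from limma with Benjamini-Hochberg adjustment). All PDX1 P33T libraries lay below all wild-type libraries (exact two-sided permutation test, p = 0.0043), while wild-type replicate 2, at 3.66 FPKM, was apart from the other 5 at 0.772 to 1.28 FPKM. *Xlr4b*, on the X chromosome, belongs to a family of near-identical genes among which reads could have been split. It had 3 to 83 reads in the wild-type and 2 to 4 reads in the PDX1 P33T libraries, 0.407 ± 0.462 FPKM (SD, n = 6) and 0.0434 ± 0.02 FPKM (SD, n = 5). Its log2 fold change was -1.35 (standard error 0.51, adjusted p = 0.499 from limma), the groups overlapped, and the exact permutation p was 0.039. Both *Ngfr* and *Xlr4b* were named in the paper for a difference in these same libraries, so their permutation p is no independent support.

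**Figure D5:**
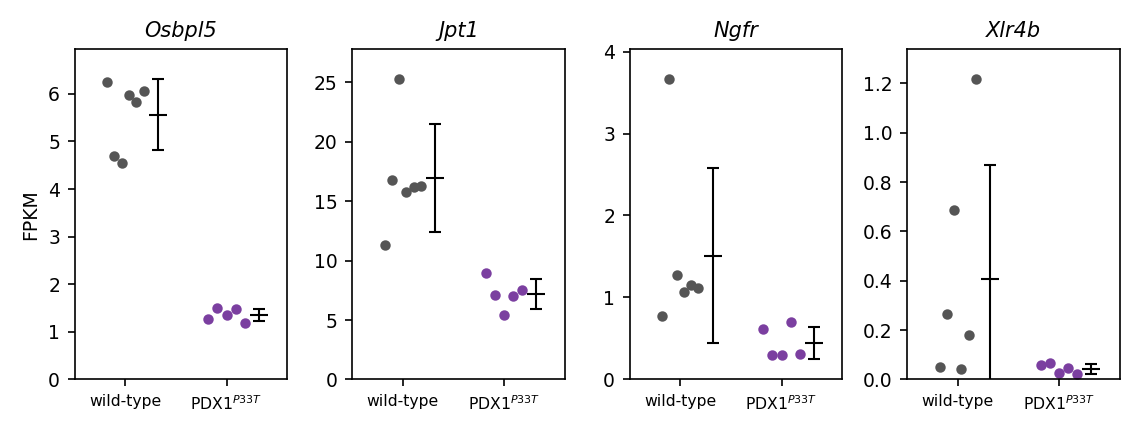
FPKM of *Osbpl5*, *Jpt1*, *Ngfr* and *Xlr4b* (y-axis, a scale of its own in each panel) in 6 wild-type (gray) and 5 PDX1 P33T (purple) libraries, with the mean and SD beside the points. The groups are apart for *Osbpl5*, *Jpt1* and *Ngfr* and overlap for *Xlr4b*, whose SD in wild-type is larger than its mean.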

In accordance with the RNA analysis, the proteomic volcano plot similarly indicated modest changes, with only 23 proteins significantly dysregulated (**Figure 4D**, **Supplementary Table S2**). The largest changes observed were associated with C->U-editing enzyme APOBEC-2, protein unc-13 homolog A (Unc13A) and small integral membrane protein 15 (Smim15).

To contextualize these subtle changes, we employed IPA to investigate associated pathways and downstream molecular functions (**Figure 4E**, **Supplementary Table S3**). Three overarching categories were identified: pancreatic and hormonal signaling, core metabolic circuitry, and mitochondrial/oxidative processes. For pathways, the most striking shared hit was *Pancreatic Secretion Signaling*. At the protein level, downstream insulin action emerged through *Insulin Receptor Signaling* and at the RNA level, *PPAR Signaling*, a master regulator of lipid and glucose homeostasis, featured prominently. *Glucose Metabolism* and its anaplerotic branch, the *Pentose Phosphate Pathway*, were significantly enriched, with the latter predicted to be inhibited (Z score = -2.65), suggesting a proteomic down-regulation of key glycolytic and NADPH-generating enzymes. A broader, tumor-suppressor-linked node, *TP53 Regulates Metabolic Genes*, surfaced as well. Lastly, mitochondrial bioenergetics were captured by *Respiratory Electron Transport* together with *Oxidative Phosphorylation*, both predicted to be activated (Z score = 3.60). Consistently, IPA also predicted inhibition of *Mitochondrial Dysfunction* (**Figure 4E**, **Supplementary Table S3**).

For molecular functions and disease, the most prominent pancreatic hits were *Endoplasmic-Reticulum in Pancreatic Cells*, *Size & Quantity of islets, Insulin Resistance*, and *Impaired Glucose Tolerance* (**Figure 4E**, **Supplementary Table S3**). Consistent with the metabolic pathway cluster, the top hits were *Glucose Metabolism Disorder*, *Biosynthesis of Glyceraldehyde-3-phosphate*, *Gluconeogenesis*, and *Glycolysis*. Lastly, for the mitochondrial category, we observed *Synthesis and Metabolism of ROS*, accompanied by *Mitochondria Biogenesis*.

## 4 Discussion

This study reports the characterization of a novel mouse model for PDX1-MODY. Unlike previously described murine models (25–31), this model closely mimics the human genetic cause as it carries a well-characterized pathogenic point mutation found in human patients, P33T (10). Surprisingly, our primary findings indicate an unexpected discrepancy in the phenotypic expression of this MODY mutation in mice, causing them to diverge from human pathology and represent a striking exception to the current literature.

As an essential transcription factor for beta cells (32), PDX1 regulates the expression of several key genes including *Ins1*, *Ins2*, *Mafa*, *Neurod1* and even itself. Moreover, PDX1 acts as a master regulator of pancreatic development, ensuring pancreatic progenitor cell commitment to a beta cell identity (30, 32). The complete loss of *Pdx1* in mice, achieved through homozygous knockout models, leads to pancreatic agenesis and is lethal a few days after birth (9, 33, 34). Previously described heterozygous *Pdx1* knockouts often show glucose intolerance and reduced insulin secretion in response to glucose, partially mimicking the phenotype in human PDX1-MODY patients (25, 27). The functional activity of PDX1 is largely controlled by its intrinsically disordered N-terminal and C-terminal regions, which give it the required flexibility for binding a great number of different co-factors (**Figure 1B**). The N-terminal transactivation domain (residues 13–73) enables interactions with key co-factors, including p300/CBP, Set7 methyltransferase, Bridge-1, and the transcription factor complex E47/beta2. It also supports recruitment of the Brg1-containing Swi/Snf chromatin remodeling complex (35). These interactions are strongly influenced by glucose-dependent post-translational modifications, in particular phosphorylation and methylation, which emphasize the central regulatory role of the disordered regions in PDX1-mediated transcription (35).

The P33T mutation in the transactivation domain of PDX1 replaces a structurally rigid proline with a polar threonine, which may introduce significant changes in local structure and flexibility (36). This substitution can affect how PDX1 interacts with cofactors, particularly p300 and other chromatin-modifying enzymes, and may interfere with normal phosphorylation patterns in the domain. As a result, the mutation has the potential to weaken the transcriptional activity of PDX1, which could contribute to the development of MODY (10). Complete deletions of PDX1 are known to cause post-natal lethality, however, contrary to our expectations, the survival of homozygous PDX1^P33T^offspring was not tremendously affected, though the Mendelian ratio of pups born from PDX1^+/P33T^ het x het intercrosses was skewed with a significantly smaller number of homozygous offspring (**Figures 1D, E**). This significant deviation from the expected Mendelian distribution (37, 38) is a critical finding in itself. It strongly suggests that the P33T mutation, when homozygous, could produce a developmental defect that leads to embryonic lethality in a substantial portion of the animals, and confers a milder but biologically relevant reduction in heterozygote survival, potentially reflecting haploinsufficiency or a dominant-negative effect of the mutant protein. Given the indispensable role of PDX1 in pancreatic organogenesis, such an outcome is highly plausible. While a detailed investigation into the mechanisms of this developmental phenotype is beyond the scope of our present study, which focuses on the postnatal metabolic consequences in surviving animals, elucidating the precise timing and cellular basis of this partial lethality represents a critical and exciting avenue for future investigation.

Although all known human PDX1^P33T^ MODY mutations are heterozygous (32), hIPSCs carrying a homozygous PDX1^P33T^ mutation remain vital but with a stronger phenotypic impact (10). Therefore, we decided to proceed with a cohort of homozygous PDX1^P33T^ mice aiming to investigate the expectedly more severe phenotype. Additionally, a secondary cohort was challenged by a HFD to potentially exacerbate the diabetic phenotype through metabolic stress (39).

The non-ketogenic nature of MODY is reflected by the lack of altered body weight in the PDX1^P33T^ mice, however, the lack of hyperglycemia was unanticipated based on existing knowledge (6, 7, 40). Furthermore, the modestly reduced glucose tolerance in male PDX1^P33T^ mice on chow at 20 weeks of age but normal insulin levels in PDX1^P33T^ mice independent of diet, sex, and age are results that deviate markedly from prior expectations, since PDX1 is crucial for both processes. It binds the insulin gene promoter, facilitating its transcription in response to varying glucose levels (41) and loss or mutations of PDX1 are known to impair this process causing glucose intolerance (32, 42). Moreover, PDX1 controls key elements involved in glucose uptake and metabolism (like GLUT2 and GCK), thereby enabling the subsequent triggering of insulin secretion in response (43). In our mice, we expected impairment of both mechanisms. PDX1 also supports the adaptive expansion of beta cell mass under metabolic stress, including HFD (31, 44). Morphological analysis revealed a significant increase in relative islet size in male PDX1^P33T^ mice compared to wild-type under standard chow diet conditions. This expansion occurs despite the maintenance of preserved glucose homeostasis and the absence of overt insulin resistance, demonstrating a notable compensatory response in the PDX1^P33T^ mouse pancreas. Unlike hyperplasia driven by systemic insulin resistance (45–47), this finding, paired with the modest glucose intolerance, suggests an early adaptive remodeling phase in response to the PDX1 point mutation. The robust compensatory capacity of the murine pancreas strongly supports such an adaptive mechanism (48, 49). Interestingly, a comparable morphological adaptation could not be determined in female PDX1^P33T^ mice. This attenuated phenotype and supposed protection in female mice is likely due to the combined beneficial effects of estrogen on β-cell health and systemic insulin sensitivity, as well as an inherent pancreatic plasticity evolved to cope with the metabolic demands of pregnancy (50–54).

To explore the molecular basis of this adaptation observed in male PDX1^P33T^ mice, we performed bulk RNA-sequencing and complementary proteomic analysis on isolated islets. Despite the P33T mutation, neither PDX1 itself nor its canonical targets (*Ins1*, *Mafa*, *Slc2a2*) were dysregulated, indicating that PDX1 protein stability was not compromised by the mutation (55, 56). This finding rather suggests the P33T substitution may only partially impair transcriptional co-factor binding without critically disrupting PDX1’s DNA-binding affinity or nuclear localization, as observed in prior models (9, 57). Preservation of these essential gene expressions fits with the sustained insulin secretion and glucose homeostasis.

The identification of 1,265 unique transcripts and 213 proteins exclusively in PDX1^P33T^ mice (**Supplementary Figures S4C, D**) as well 14 upregulated and 39 downregulated genes with significant expression shifts, highlights an islet environment undergoing adaptive remodeling. Notably, these genes and proteins are not overtly linked to beta cell failure, but rather cluster into immune modulation (*Tgtp1*, *Fcmr*), ion transport (*Fxyd6*), and mitochondrial regulation (*Unc13A*, *Osbpl5*), suggesting reprogramming toward stress resilience. These molecular observations are consistent with the normoglycemic phenotype in mice, but stands in contrast to observations previously made in hIPSCs carrying the identical PDX1^P33T^ mutation, where analysis revealed widespread downregulation of beta cell specific genes and upregulation of alpha cell associated genes, indicating a tendency toward transdifferentiation from insulin- to glucagon-producing cells (10). This discrepancy emphasizes the substantial differences between these model systems and highlights the limitations of directly translating findings from simplified *in vitro* models to the pancreatic environment complex *in vivo*, particularly between species.

Pathway enrichment via IPA further reveals an adaptive metabolic shift rather than a dysfunction signal. A key feature of the molecular analysis is the concerted upregulation of mitochondrial respiratory function with inhibition of mitochondrial dysfunction, activation of oxidative phosphorylation and the electron transport chain pathways (Z score = +3.60), implying a hyperfunctional state to boost ATP synthesis. These factors are critical for long-term viability of beta cells (58, 59).

Enrichment of Glucose Metabolism, Glycolysis, and Gluconeogenesis pathways indicates a broad reconfiguration of intermediary metabolism. This includes suppression of the Pentose Phosphate Pathway (PPP) (Z score = –2.65). Despite normal fasting glucose *in vivo*, functional annotations predict activation of ER stress, TP53-regulated metabolic reprogramming (60), and impaired glucose tolerance. These *in silico* predictions, although not phenotypically validated, suggest a pre-emptive state of the islet in which adaptive stress responses are engaged to maintain homeostasis. Finally, the noteworthy enrichment of pathways like Proliferation of β-cells, Quantity of islets of Langerhans and Size of islets of Langerhans, further support the morphological phenotype of islet hyperplasia seen in these mice independently, on a molecular level.

Notably, the expansion in islet size and number is absent under HFD, suggesting impaired adaptation to metabolic stress. The mutants show normal islet numbers and even a reduced average size, indicating diet-dependent suppression or normalization of islet remodeling and likely reflecting an override of genetically induced islet adaptations by environmental influences. Combined, the morphological evidence of basal compensation on chow and the impaired adaptive growth on HFD, supported by the molecular signatures revealed by omics analysis, indicate a model wherein early compensatory remodeling in PDX1^P33T^ islets preserves endocrine function under baseline conditions but fails to scale or persist under chronic dietary stress, which ultimately homogenizes metabolic outcomes across genotypes.

PDX1 is a key transcription factor required for pancreatic development in both mice and humans and analysis of PDX1 orthologs revealed a very high degree of protein conservation, and notably, the absolute conservation of the proline at position 33 (P33), highlighting the likely functional constraints on this residue (Uniprot (61) ID 52946 (human PDX1), ID 52946 (mouse PDX1) (**Figure 1F**). However, important species-specific differences in its regulation and chromatin context have been identified that likely contribute to the divergent phenotypes observed between model systems. In mice, PDX1 is indispensable for early pancreatic bud formation, acting through a well-characterized enhancer landscape that becomes active during foregut patterning (62). In contrast, in humans, PDX1 operates within a distinct regulatory framework involving primed, lineage-specific enhancers and chromatin looping interactions that do not appear to be conserved in the mouse (63). Only ~8% of PDX1 binding sites are conserved between species, yet approximately 84% of the genes bound by PDX1 in human islets are also bound in mouse islets, indicating a conserved target gene repertoire but divergent enhancer selection (64). Comparison of PDX1 binding sites between human and mouse revealed both conserved and species-specific binding events, indicating evolutionary conservation of core regulatory networks (like the *Insulin* gene (65)) as well as divergence in enhancer usage (66). Notably, human PDX1 shows a preference for binding intronic and intergenic regions, whereas murine PDX1 more frequently binds promoter-proximal sites, highlighting species-specific differences in the use of cis-regulatory elements and transcriptional control logic (64). These interspecies distinctions in enhancer architecture and transcriptional targeting likely contribute to the differences observed when modeling human beta cell development in murine systems (32, 63). However, this widespread divergence in the downstream target enhancers of PDX1 contrasts sharply with the evolutionary conservation of the regulatory regions that control the expression of the *pdx1* gene itself. Early *in vivo* analysis by Gannon et al. identified a localized region upstream of the mouse *pdx1* gene that is remarkably conserved in sequence between vertebrates (67). Compensatory mechanisms such as beta cell neogenesis from ductal precursors and adaptive endoplasmic reticulum stress responses have been shown to preserve beta cell function and mass in mouse models of diet-induced diabetes (13). Furthermore, extreme beta cell loss can trigger alpha-to-beta cell transdifferentiation, underscoring the plasticity of islet cells in mice (68). We did not observe either processes in our analysis.

In the past, numerous mouse models carrying mutations in genes responsible for MODY have been generated, providing useful comparisons for our study. For example, heterozygous *Hnf1a* knockout mice display only mild glucose intolerance and do not fully reproduce the diabetes phenotype seen in humans with HNF1A-MODY (69). Similarly, Hnf4a mutant mice show variable defects in insulin secretion and lipid metabolism, again with incomplete overlap with the human phenotype (70, 71). Mouse models of Pdx1 mutations also highlight species differences: while homozygous loss leads to pancreatic agenesis, heterozygous mice develop only mild glucose intolerance rather than overt diabetes, in contrast to the progressive β-cell failure characteristic of PDX1-MODY in humans (9, 25, 33). Together, these examples illustrate that while MODY genes are highly conserved, mouse models frequently show milder or divergent phenotypes compared to patients. This discrepancy underscores important species-specific differences in β-cell physiology and gene regulatory networks, which may explain why our particular model did not recapitulate the expected human phenotype.

While this study characterized the islet phenotype of PDX1^P33T^ mice and provided initial molecular insights into the respective transcriptomic and proteomic profiles, further investigations are warranted to fully elucidate the mechanisms underlying the observed compensation and impaired adaptive capacity. Given PDX1’s role as a transcription factor and the P33T mutation in a functional domain, it is crucial to understand how this specifically affects its molecular activity. Further studies employing techniques like chromatin immunoprecipitation sequencing (ChIP-Seq) could determine whether the mutation alters the DNA binding profile of PDX1, potentially explaining subtle transcriptional changes. Co-immunoprecipitation mass spectrometry could reveal effects on protein interactions and transcriptional complex formation. Finally, elucidating the long-term consequences of the impaired adaptive response observed on a high-fat diet would require extending the observation period in future studies to determine whether this leads to a decompensated state and overt diabetes pathology over time.

In summary, our characterization of a mouse model with the human MODY-causing PDX1^P33T^ mutation revealed a striking divergence from the human phenotype and highlighted the importance of PDX1’s disordered regions in mediating dynamic protein-protein interactions essential for insulin expression. Future mechanistic investigations are crucial to understand the precise molecular basis for this divergence and its implications for human health.

## Data Availability

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) via the PRIDE partner repository with the dataset identifier PXD066252. The RNA-sequencing data have been deposited to the Gene Expression Omnibus (GEO) data repository with the dataset accession GSE303047.

# Supplementary material for: MODY PDX1P33T: a mouse model reveals phenotypic divergence from human disease
**Source:** Front Endocrinol (Lausanne). 2025 Oct 22;16:1680893. doi: 10.3389/fendo.2025.1680893
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Data

# The Pdx1^P33T^ mouse line was generated using CRISPR-Cas9-based gene editing of one-cell embryos. Before electroporation, a specific single guide RNA (Pdx1_P33T_gRNA: 5′-CGGCCCATGTACAGGCACGC-3′, Metabion), the sgRNA (200 ng/µl), and single-strand oligonucleotides (ssODN_Pdx1_P33T_E814D: 5´-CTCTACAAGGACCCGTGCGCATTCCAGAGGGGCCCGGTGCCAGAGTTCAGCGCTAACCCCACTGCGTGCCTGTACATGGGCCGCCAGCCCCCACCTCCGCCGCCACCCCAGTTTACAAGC-3´; 300 ng/μl) were diluted in Opti-MEM buffer (Thermo Fisher Scientific) along with recombinant Cas9 protein (200 ng/μl, IDT). The mixture was incubated for 10 minutes at 20 °C, followed by 10 minutes at 37 °C, to form the active ribonucleoprotein complex. One-cell embryos were obtained by mating C57BL/6N males (Charles River) with C57BL/6N females, which were super-ovulated with 5 U of pregnant mare’s serum gonadotropin and 5 U of human chorionic gonadotropin. The embryos were then electroporated using an NEPA21 electroporator with a CUY501P1-1.5 electrode (Nepa Gene Co). The resulting zygotes were transferred into pseudopregnant CD1 female mice to obtain live pups. Gene-editing events were analyzed using genomic DNA isolated from ear biopsies of founder mice and F1 progeny. DNA extraction was performed using the Wizard Genomic DNA Purification Kit (Promega, A1120), following the manufacturer’s instructions.

# Supplementary Figures and Tables

## Supplementary Figures

**Supplementary Figure 1: Female PDX1^P33T^ mice maintain normoglycemia and insulin sensitivity in adulthood.** Comparison between female wild-type and mutant PDX1^P33T^ mice on either a chow diet or HFD diet. **(A)** Weekly *ad libitum* body weight in wild-type and homozygous PDX1^P33T^ mice, data are shown as mean SEM, n=12-15. **(B)** Blood glucose levels post 6h fasting in wild-type and homozygous PDX1^P33T^ mice, data are shown as mean SEM, n=12-15; **(C)** I.p. glucose tolerance test at 8 weeks of age and **(D)** 20 weeks of age after a 6h fasting period; administered D-glucose (2g/kg); blood glucose values were normalized to baseline (t = 0 min), n=12-15. **(E)** I.p. insulin tolerance test at 12 weeks of age and **(F)** 22 weeks of age after a 6h fasting period; injected with human recombinant insulin (0,75 U/kg); blood glucose values were normalized to baseline (t = 0 min), n=12-15. **(G)** Plasma insulin levels measured in blood samples collected from the retroorbital plexus after a 6h fasting period at 14 and 24 weeks of age from wild-type and PDX1^P33T^ mutant mice, n=12-15. **(H-I)** Body composition analysis showing the linear regression of lean mass (H) and fat mass (I) against total body weight, n=12-15.

**Supplementary Figure 2: *Pdx1* point mutation does not affect islet morphology in female mice**. **(A)** Pancreatic tissue weight (mg) of female wild-type and mutant PDX1^P33T^ mice on either a chow diet or HFD diet, normalized to body weight (g), collected at 24 weeks of age. **(B-E)** Bar charts showing the quantification thereof, analyzing total beta cell and alpha cell mass, islet size and islet number on whole pancreatic tissue slices (thickness = 3μm), n=5-7; data are shown as mean with SEM. **(F)** Representative composite images of islets from wild-type and PDX1^P33T^ female mice, from both the chow and HFD cohorts used for the quantification of islet morphology; stained against insulin (grey), glucagon (red) and counterstained with DAPI (blue) to visualize nuclei; images acquired using 20x magnification; scale bar = 100 µm.

**Supplementary Figure 3: Representative images of the unchanged islet morphology of wild-type and PDX1^P33T^ male and female mice.** Representative immunofluorescent images of pancreatic islets from **(A)** male and **(B)** female wild-type and PDX1^P33T^ mice from both the chow and HFD cohort used for the quantification of islet morphology; stained against insulin (grey), glucagon (red) and counterstained with DAPI (blue) to visualize the nuclei; image acquired using 20x magnification; scale bar = 100 µm.

**Supplementary Figure 4: Transcriptomic and proteomic profiles of whole pancreatic islets of male PDX1^P33T^ mice.** Transcriptomic and proteomic analyses were performed using isolated islets as described above (n = 5-6 biological replicates collected from 6 individual mice/biological replicate). **(A)** A pie chart showing the annotation of gene biotypes discovered in the initial RNA-sequencing core dataset. **(B-C)** Venn diagrams showing a direct comparison of common and unique to the wild-type and PDX1^P33T^ mutant datasets genes (B) and proteins (C), respectively. **(D)** Stacked bar chart showing the percentage of identified proteins based on their evidence level for existence (protein, transcript and none, thus inferred from homology) within the UniProt knowledgebase. **(E)** Stacked bar chart showing the functional categorization of molecules identified at bothe the RNA and protein levels, as analyzed by IPA. The proportions for each category are represented as a percentage of the total number of molecules in each dataset.

## Supplementary Tables

**Table S1**

Refined transcriptomic list of all genes detected in male wildtype and PDX1^P33T^ beta islets, as well, as a quantitative comparison.

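The wild-type sheet of Table S1 has a left and a right part. The left part names each gene with its biotype and gives the normalized count of each wild-type library, and the right part gives the position and length of a gene, the reads counted on it and its FPKM. Of the sheet, the first 1749 of 25399 rows were used here. Dividing the reads by the normalized counts of the first row gave the authors' size factor for each library, and with these factors the normalized counts of 1711 genes turned into the reads of 1 row of the right part, in all 6 libraries. Both parts of a row belonged to the same gene in the first 13 rows. From there on the right part of a gene stood further down than its left part, by a number of rows that never fell and reached 37. On all 1749 rows, the FPKM of the right part were the deposited wild-type FPKM of the gene ID on the left, within 0.05%. Gene lengths, and with them reads, were taken from the right part only after this shift was undone. The sheet names no order, but over the genes in the fit the median unadjusted p of limma voom on the reads rose from 0.0031 over rows 1 to 170 to 0.0359 over rows 1541 to 1712, so it begins with the genes that differ most between the genotypes.

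**Figure D6:**
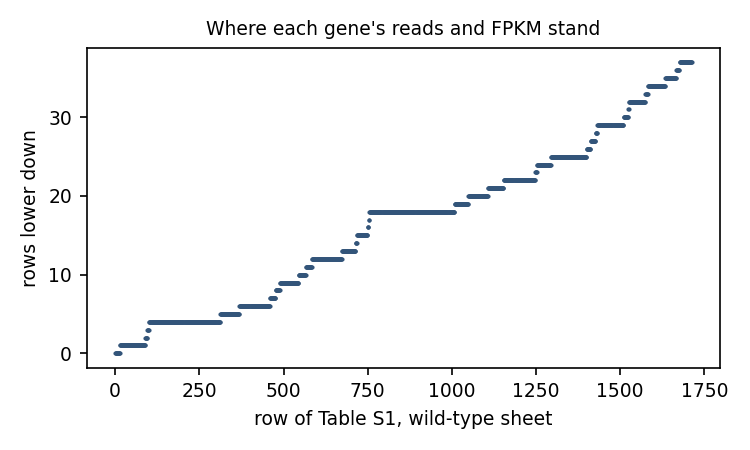
Rows by which the right part of a gene stands below its left part (y-axis) against the row of the gene in the wild-type sheet of Table S1 (x-axis), for the 1711 genes found in 1 row of the right part. The distance starts at 0, rises in steps and reaches 37 rows.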

**Table S2**

Refined proteomic list of all protein detected in male wildtype and PDX1^P33T^ beta islets, as well, as a quantitative comparison.

**Table S3**

Ingenuity Pathway Analysis outputs for significantly altered genes and proteins in male PDX1^P33T^ beta islets.

How the deposited data were processed for this re-analysis (not part of the article)

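RNA of whole islets from 14-week-old chow-fed male mice was sequenced in bulk, in 6 wild-type libraries and 5 libraries from mice homozygous for P33T. The figure legend gives n as 5-6 biological replicates, which is the number of libraries here, and adds that 6 individual mice were collected for each replicate. A library may therefore be a pool of several mice, and n and SD refer to libraries. Per the methods, the authors filtered the reads with fastp, aligned them with Hisat2, counted them with featureCounts, expressed them as FPKM and deposited these FPKM per library, with the gene ID as the name of each row. The authors also kept only genes with a value in at least 80% of the replicates of one condition. The methods name both a non-strand-specific and a strand-specific library protocol without saying which was used, so overlapping and antisense genes are uncertain. Versions, genome build and annotation are not given in the sources used here. The coordinates printed for *Pdx1* come from a match of its guide and oligonucleotide to GRCm38 with GENCODE vM21, and only chromosome names and a distance between neighbours were taken from Table S1, since 53 of its 1695 genes found in that annotation had the same start.

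The design fixed before the data were examined assumed counts and a quasi-likelihood test for counts. The deposited files hold FPKM, so that test was not used, and limma 3.58.1 in R 4.3.3 was fitted to log2(FPKM + 0.1) with the trend and robust options of its empirical Bayes step. Wild-type and mutant libraries were compared without covariates. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 1.5, the thresholds of the RNA-sequencing methods. Single genes were also compared by a two-sided exact permutation test over all splits of the 11 libraries into 6 and 5, whose smallest p is 0.0043. Gene lists were tested with limma's camera at a preset inter-gene correlation of 0.01. The tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the plots with matplotlib 3.10.9.

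Most wild-type FPKM stood on the rows of other genes and were put back in 2 ways, both chosen after the values were seen. Of the 4762 genes counted as put back, 13 were on their own rows as deposited, *Osbpl5*, *Pigr*, *Jpt1* and *Prkg2* among them. For the 1711 genes found in the part of Table S1 held here, the first 1749 of 25399 rows, the wild-type reads gave the row. Other rows were matched by gene length and level. The length of a gene was taken as the smallest whole number between 20 and 130000 bases at which all its FPKM are whole reads, within 2e-06 of a read plus 1e-08 of the count, and 98.3% of the lengths in Table S1 were recovered in this way. A match needed at least 100 reads in each genotype, the 80% rule in wild-type, group means within 4-fold and no other candidate of that length within 16-fold. Matching by length alone was tried first, as were narrower and wider limits on the level, and length alone was dropped because 7 of the 11 genes it added were called with log2 fold changes from 2.62 to 4.85 or from -4.46 to -3.98. In simulated rows with 0.24 of the wild-type rows removed, 3500 genes were matched by length and level and 5 of them (0.143%) got the row of another gene. Of 100 genes changed 8-fold in these data, 0 were matched, and of 100 changed 2-fold, 22 were.

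The fit held 4723 of the 4762 genes put back. The other 39, all of Table S1, are listed at 0 in every PDX1 P33T library, which marks genes that failed the authors' 80% rule. They were in the first fit made and were left out after its calls were seen. The p-values were adjusted over all 19329 gene IDs with the missing genes taken as unchanged, so an adjusted p can be too high but not too low on this account. Calls are counted over the 1672 Table S1 genes in the fit, whose rows are known from their reads, and *Mettl13*, called outside them, is treated apart. On simulated counts for the 4723 genes, with 200 of them changed, the fit found 94.5% at a log2 change of 1, 99.5% at 1.5 and 99.5% at 2 with a dispersion of 0.03, with 3, 2 and 0 false calls. Between the wild-type libraries the dispersion of the reads had a median of 0.0248 over the 4593 genes with a mean of at least 20 reads but was above 0.0726 for 25% of genes and above 0.233 for 10%. At 0.0726 the fit found 69.5%, 98.5% and 99.0%, with 1, 5 and 1 false calls, and at 0.233 limma found 0%, 28.5% and 83.0%, with 0, 0 and 2, so in genes that vary as much most changes of a log2 of 1 or 1.5 would be missed. These runs at the dispersions seen were added after the results were seen, and in all runs the genes are independent.

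The reads counted per library ranged from 19311937 to 37094286, and 1 read on a gene of 1 kb is worth 0.0518 FPKM in the smallest library and 0.027 FPKM in the largest. Read counts are given for genes with few reads, and they cover counting error only. Between libraries of a genotype the median chi-square of the reads was at least 2.55 times that of sampling, so no library is a copy of another. The genes named in the text were fixed beforehand: those that the paper names or marks at the RNA level, the proteins that it names with the largest changes, glucagon, Y-linked genes and *Xist* as checks of sex, and up to 5 called genes in each direction whose genotypes do not overlap. The first rows of Table S1, with wild-type values only, had been seen when that rule was written. Other genes are named where a count of 5 or fewer is given or where they are singled out, after their values were seen.

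Alternatives set beforehand and run were limma voom on the recovered reads, no robust option, an absolute log2 fold change of at least 1.5, a replicate block, each library left out in turn, other shares of libraries for detection, and for the gene lists an estimated correlation and fry. Other pseudocounts, a filter on low values, median-ratio scaling, other sets of genes and another number of genes for the adjustment were added after the data were seen. The number of genes detected in wild-type, the genes detected in only one genotype, the proteome and the pathway analysis are not analysed here.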

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

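The tests of library depth reported here were chosen after the values were seen. A library was picked out where its gap to the nearest other library of its genotype, as a share of the range of that genotype, was above Dixon's 95% critical value. This was so in 11 of the 56 groups of values examined, where chance gives about 1 in 20. The groups are not independent, because the same 11 libraries enter all of them.

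PDX1 P33T replicate 2 was the library apart in 6 of these groups. It had the highest *Fxyd6*, 81.4 FPKM against 65.5 to 68.1 FPKM in the other 4 PDX1 P33T libraries, and the lowest *Mafa*, 203 FPKM against 266 to 287 FPKM. Its *Unc13a* was the lowest at 2.02 FPKM, against 2.59 to 2.81 FPKM. The mean log2(FPKM + 0.1) of the oxidative phosphorylation list was 6.78 in it against 6.04 to 6.10, and that of the unfolded protein response list 7.42 against 7.19 to 7.24. On the second principal component of the genes matched by length and level it stood at -16.43, with the others between 2.06 and 2.94. Replicate 2 has the fewest reads of the PDX1 P33T libraries, 23731684, and replicate 4, the closest in depth with 24627964, was apart in 0 groups. Replicate 4 lies with the deeper libraries, at 2.94 on that component, which argues against library depth as the explanation. The cell makeup or RNA quality of that islet preparation, and a difference between the mice in it, may set it apart, and neither was tested. The design gives no condition that separates this library from the others of its genotype, so no biological explanation was tested. Without it the oxidative phosphorylation list had an adjusted p of 0.0747 by camera, while the number of genes called was 2 higher and 1 lower, as with all libraries.

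In wild-type, replicate 2 had 453 FPKM of *Mafa* against 278 to 297 FPKM in the other 5 libraries, and 3.66 FPKM of *Ngfr* against 0.772 to 1.28 FPKM. Replicate 1 had 1.67 FPKM of *Uty* against 0.897 to 1.18 FPKM, and a mean log2(FPKM + 0.1) of the oxidative phosphorylation list of 6.14 against 5.88 to 5.93. Replicate 3 had the lowest mean of the unfolded protein response list, 6.89 against 7.16 to 7.32. These are the 3 wild-type libraries with the fewest reads, 19311937 in replicate 3, 22112212 in replicate 2 and 23304463 in replicate 1. Library depth is argued against for replicate 2, since replicates 3 and 1, next below and above it in depth, had at most 284 FPKM of *Mafa*, and for replicate 1, since replicates 2 and 6, next to it in depth, had at most 1.09 FPKM of *Uty*. For replicate 3, the shallowest library, a steady effect of depth is argued against. Replicates 2 and 1, the next in depth, had means of 7.22 and 7.32, and replicate 4, the deepest, had 7.16. An effect only below the depth of replicate 2 cannot be told apart from other explanations. A difference between mice or between islet preparations may set these wild-type libraries apart and was not tested. Without wild-type replicate 2 the log2 fold change of *Mafa* was -0.16 in place of -0.27, and that of *Ngfr* -1.17 in place of -1.45. Without wild-type replicate 1, 3 genes were called higher and 4 lower.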

How the results depend on the processing

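The alternatives named first were set before the data were examined. The counts of genes called over the Table S1 genes in the fit were 2 higher in PDX1 P33T and 1 lower, with 3 at an adjusted p of at most 0.05 whatever the fold change. Limma voom on the recovered reads gave 2 higher, 3 lower and 5 in all, with *Jpt1* and *Agt* gained. Without the robust option 2 were higher and 2 lower, with *Jpt1* gained. At an absolute log2 fold change of at least 1.5, the limit in the paper's statistics section, 0 were higher and 1 was lower. *Pigr* (1.31) and *Prkg2* (1.45) lie under that limit on this scale. For *Prkg2* this comes from the pseudocount, as its log2 fold change was 2.15 by voom and 2.11 with a pseudocount of 0.01. With 1 library left out, 1 to 3 were higher, 1 to 4 lower and 2 to 7 passed the adjusted p alone. Without wild-type replicate 1, 7 were called, with *Ckb*, *Jpt1*, *Cox6a2* and *Nptx2* gained, and without wild-type replicate 3, 4 were called, with *Jpt1* gained. Without wild-type replicate 2, 5 or 6, or PDX1 P33T replicate 1, 3, 4 or 5, *Prkg2* was lost. Where the construction of the alternative does not give the cause, it was not tested.

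PDX1 P33T and wild-type libraries share replicate numbers, in the titles and, differently, in the names of the libraries. A replicate block by the titles gave 0 higher, 1 lower and 1 at the adjusted p alone, and a block by the library names gave 1 higher, 1 lower and 2. Same-numbered libraries did not vary together. The correlations of their deviations from their group means ran from -0.541 to 0.0842 by the titles and from -0.541 to 0.158 by the names. That does not exclude a pairing by litter, batch or day, which is not given per library in the sources used here. The paper calls the wild-type mice littermates and also says that cohorts were bred through homozygous intercrosses, so how related the mice of both genotypes are stays open.

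The other alternatives were chosen after the data were seen. A pseudocount of 0.01 gave 1 higher, 1 lower and 2 at the adjusted p alone, and a pseudocount of 1 gave 1, 1 and 3. With genes of a mean of at least 0.5 FPKM only, there were 1, 1 and 2, and in all of these 3 settings *Prkg2* was not called. Median-ratio scaling gave the same 3 genes. Adjusting over the genes put back in place of all 19329 gave 5 higher, 6 lower and 12 at the adjusted p alone, the fewer tests being the cause. With the genes listed at 0 in PDX1 P33T there were 2 higher, 4 lower and 6 in all, the gains being *Jpt1*, *Gm27045* and *Gm37432*. With the genes matched by length alone added there were 6, 6 and 12. With the wild-type values left on their deposited rows, 9970 were called higher and 6242 lower, and 17406 passed the adjusted p alone, which compares different genes with each other for all but 13 of the 4762 genes put back.

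Over the named genes, none of 331 fold changes under the alternatives reversed, 11 were no longer past the adjusted p and 6 newly passed it. *Osbpl5* stayed past the threshold in all 21 settings, with log2 fold changes from -2.05 to -1.47 and a highest adjusted p of 0.0254. *Pigr* did so in 20 of 21, the exception being the block by the titles (0.102). *Prkg2* was past the adjusted p in 10 of 20 settings, with a highest adjusted p of 0.519. *Jpt1* was past it in 6 of 21. *Fxyd6*, *Tgtp1*, *Fcmr*, *Ngfr* and *Xlr4b* were past it in none, with lowest adjusted p-values of 0.0814, 0.112, 0.103, 0.112 and 0.122, each when adjusted over the genes put back.

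The gene list tests found 3 lists with camera at the preset correlation, 0 with an estimated correlation and 0 with fry. With 1 library left out they found 2 to 3, the 2 being without PDX1 P33T replicate 2, where the oxidative phosphorylation list was lost. Other pseudocounts and median-ratio scaling found 3, and matches within 2-fold found 2, since the mitochondrially encoded list then had too few members to test. The share of protein-coding gene IDs was 82.6% among those with a value in every PDX1 P33T library, that of long non-coding RNAs 9.18% and that of processed pseudogenes 5.42%, against 79.3%, 11.0% and 6.07%. The number of genes detected in PDX1 P33T stayed between 17600 and 18963 in all settings.

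Of the alternatives set beforehand, DESeq2, its size factors and the other filters on counts were not run. The files hold FPKM, reads were recovered only for the genes put back, and voom on these reads was the alternative on reads. DESeq2, the paper's test, was possible on the same reads, and what it would call among these genes stays open. The share of biotypes at a minimum count was not run either. Library totals without TMM are what FPKM already use. The acinar and lymphocyte scores were not fitted as covariates, and the tests of gene positions were not run, because too few of these genes were put back or the list of genes was the top of an ordered table. Thinning, minimum counts and detection in wild-type or in only one genotype need the wild-type row of every gene and were not run. Depth limits the genes under 1 FPKM most, among them *Prkg2*, *Tgtp1*, *Fcmr* and *Xlr4b*, for which wild-type libraries held as few as 4, 0, 1 and 3 reads.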

Differences from the paper's values

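The paper's reported number of significantly upregulated genes is 14, and 2 were called higher here. The paper's reported number of downregulated genes is 39, and 1 was called lower here. The counts here are over the 1672 genes of Table S1 in the fit, with adjustment over all 19329 gene IDs, and the comparison as a whole covers 4723 of these gene IDs. Every alternative set before the data were examined that was run differed from the paper as well, with 0 to 3 higher and 1 to 4 lower. DESeq2, the paper's test, was not among them. Of the settings chosen after the values were seen, apart from leaving the wild-type values on their deposited rows (9970 higher and 6242 lower), the highest counts were 6 higher and 6 lower, with the genes matched by length alone.

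The paper counts *Jpt1* among the genes altered at the RNA level, and here its log2 fold change was -1.20 with an adjusted p of 0.0512 from limma. Where the paper names *Jpt1*, the limit is a p-value of at most 0.05, with no adjustment stated. By that limit and a fold change of 1.5 *Jpt1* passed here, with an unadjusted p of 1.6e-05 from limma. It was called by limma voom (0.0384), without the robust option (0.047), without wild-type replicate 1 (0.00888) and without wild-type replicate 3 (0.0265), all set before the data were examined. It was also called in 2 settings chosen after seeing the values, the adjustment over the genes put back (0.0125) and the fit that keeps the genes listed at 0 (0.039), neither of which dropped *Osbpl5* or *Prkg2*. *Fxyd6*, which the paper names with it, had a log2 fold change of 0.45, under a fold change of 1.5, and an adjusted p of 0.333. *Tgtp1* and *Fcmr*, which the paper names as upregulated, had log2 fold changes of 0.98 and 1.41 with adjusted p-values of 0.457 and 0.423. *Xlr4b* and *Ngfr*, which it names as downregulated, had log2 fold changes of -1.35 and -1.45 with adjusted p-values of 0.499 and 0.457. The pseudocount shrinks these values. By limma voom on the recovered reads the log2 fold changes of *Tgtp1*, *Fcmr*, *Xlr4b* and *Ngfr* were 2.29, 2.18, -2.20 and -1.65. Their adjusted p-values from voom were 0.498, 0.498, 0.547 and 0.498. These 4 genes changed in the direction the paper gives, which is no separate evidence because the libraries are the same. Neither they nor *Fxyd6* passed the adjusted p in any setting in which their fold changes were followed. *Prkg2* and *Osbpl5*, which the paper also names, were called here, at adjusted p-values of 0.0146 and 5.9e-06.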

Other observations

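The test of the split of the 11 libraries for the genes called, the tests of cell carry-over, of linked and background variants and of sex were planned before the data were examined, but each had to be run in another form than planned, chosen after the values were seen, because most wild-type values are not on a known gene. The tests of the row shift, of the gene lists, of *Mettl13*, of another grouping and of an exchange of libraries, and of female mice within a pool were chosen after the results were seen.

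In the wild-type sheet of Table S1, 38 of the first 1749 rows of the right part belong to no gene of the left part, and 37 of these 38 fail the rule of a value in 80% of the wild-type libraries. Of the 1711 rows that do belong to a gene of the left part, 0 fail it. A candidate explanation for the wild-type values on the rows of other genes is that genes failing the rule were removed from the left part of the table and not from the right, so that each such gene moves the values 1 row further from their names. The distance between the parts only rises down the sheet, to 37 rows. The 19329 gene IDs of the deposited table are followed by 6070 lines without values, 25399 in all, the number of rows of the sheet in Table S1. Values of wild-type genes that stand beyond the last gene ID would then be missing from the deposited table, and this may be why no wild-type row was found for *Pdx1* and *Slc2a2*. That part was not tested. With values compared as deposited, *Pdx1* would read 0.234 FPKM in wild-type and 79.0 FPKM in PDX1 P33T, and *Ins1* 0.084 against 83478 FPKM, none of which compares a gene with itself.

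Over the 3452 genes matched by length and level, which were not chosen by their p-values, limma with adjustment over these genes alone called 5, *Ckb*, *Jpt1*, *Mettl13*, *Samhd1* and *Shisa2*. Of 100 splits of the libraries into 6 and 5, the real one included, 2 called as many, and 4 of 100 had as many genes at an unadjusted p under 0.05 (581 for the genotypes). A wrong wild-type row makes a difference along the genotype split, and so raises the count of the real split above that of others. For the 5 calls chance can therefore not be excluded by these counts. At the simulated rate of 0.143% wrong rows would be few among the 581 genes, for which 4 of 100 leaves a narrow margin against chance. The counts do not bear on *Pigr*, *Prkg2* and *Osbpl5*, which are not among these 5 genes, and *Mettl13* and *Samhd1* are in doubt (below). The other such split called 161 genes, far more than the genotypes did. It exchanges wild-type replicate 1 and PDX1 P33T replicate 4. This split, with 1334 genes, and 2 others, with 957 and 897, had more genes than the genotypes at an unadjusted p under 0.05, and all 3 set PDX1 P33T replicate 4 beside wild-type libraries and apart from PDX1 P33T replicates 2, 3 and 5. The libraries thus also differ along a grouping other than genotype. An exchange of the 2 libraries is argued against, since the lowest unadjusted p of any gene in the fit is 2.45e-05 with them exchanged and 3.05e-10 with the labels as given (*Osbpl5*), lower than in any other split drawn, though *Osbpl5* is among the genes of Table S1, which were ordered on these labels. A difference between islet preparations or batches may be the source of that grouping and cannot be told apart from others, as no batch is given in the sources used here. Over the genes of Table S1 such a count is void, since these genes were ordered on the real split. Carry-over of acinar or lymphocyte cells in the islet preparations cannot be told apart from an effect of the mutation for the called genes, because wild-type values were put back for 1 of the 22 acinar genes and 6 of the 25 B and T lymphocyte genes listed beforehand. Of the 3 genes called, 0 lie within 20 Mb of *Pdx1* in GRCm38, the distance taken here as linked. *Pigr* and *Osbpl5* lie on other chromosomes, so variants in or beside them are not linked to the edited locus. *Prkg2*, the 1 on the chromosome of *Pdx1*, is 48.2 Mb away. The length of the segment inherited with the edit was not measured, so a linked variant is not excluded for *Prkg2*. Variants fixed elsewhere in the background cannot be told apart from an effect of the mutation, with 0 pairs of called genes on 1 chromosome among so few. A library of female mice alone is excluded, since *Uty* on the Y chromosome had at least 204 reads in every library. If the libraries are pools, a female mouse within a pool cannot be excluded, as *Xist* has no row in the table. *Uty* differed up to 2.96 times between libraries and *Kdm5d*, also on the Y chromosome, up to 21.5 times. A female share would lower both, and they did not always go together. Wild-type replicates 3 and 1 had 0.0376 and 0.0821 FPKM of *Kdm5d* with 1.08 and 1.67 FPKM of *Uty*. Wild-type replicate 6 was low in both (0.0792 and 0.897 FPKM), and PDX1 P33T replicate 2 was highest in both (0.806 and 2.65 FPKM). The range of *Kdm5d* alone is therefore no sign of a female share. *Kdm5d* had 11 reads in wild-type replicate 3 and was lower in wild-type, at 0.21 ± 0.162 FPKM (SD, n = 6) against 0.531 ± 0.171 FPKM (SD, n = 5), a log2 fold change of 1.17 (exact permutation test, p = 0.0087, adjusted p = 0.498 from limma). An effect of the mutation on these genes stays among the open explanations.

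Of the 22 gene lists fixed beforehand, 8 had at least 4 members matched by length and level and were tested with camera. The mitochondrially encoded genes were lower in PDX1 P33T (8 of 13 genes, median log2 fold change -0.99, adjusted p = 0.0015), as were endothelial genes (6 of 10 genes, median -0.69, adjusted p = 0.0093), and genes of oxidative phosphorylation encoded in the nucleus were higher (9 of 32 genes, median 0.19, adjusted p = 0.0093). All members tested moved in the direction of their list. The beta cell (adjusted p = 0.588), stellate and fibroblast (0.442), unfolded protein response (0.515), pentose phosphate (0.515) and PPAR and lipid (0.515) lists did not pass. None of the 3 holds under fry, whose adjusted p is 0.303 for each, or with an estimated correlation. The exact permutation p of the mean of each list was 0.0693, 0.0996 and 0.0216, or 0.208, 0.208 and 0.173 adjusted over the 8 lists. Of 100 splits of the libraries, the real one included, 26 found at least as many lists, so chance cannot be excluded. Wild-type replicate 3 had the highest mean log2(FPKM + 0.1) of both lower lists, 11.92 against 8.84 to 10.80 for the mitochondrially encoded genes and 4.55 against 2.24 to 3.31 for the endothelial genes, and without it 3 lists still passed by camera but none by fry (adjusted p = 0.462 for each), with exact permutation p-values of 0.127, 0.183 and 0.0397 for the mitochondrially encoded, endothelial and oxidative phosphorylation lists. Since camera also passes lists in other splits, the share of wild-type replicate 3 alone cannot be told apart. The paper reports mitochondrial and oxidative pathways from its own pathway software, which was not used here, and members that changed more than 4-fold would not be in these lists.

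*Pigr* and *Fcmr* lie on chromosome 1 with 13419 bases between them, by the coordinates of Table S1, whose build is not given in the sources used here. Both had more reads in every PDX1 P33T library than in any wild-type library. Whether called genes lie near each other more often than other genes was not tested, since the table held is the top of an ordered one. No explanation was tested for this pair.

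In the fit adjusted over all 19329 gene IDs, *Mettl13* was the 1 gene called outside the genes of Table S1, with 6.22 ± 1.34 FPKM (SD, n = 6) in wild-type and 2.08 ± 0.0997 FPKM (SD, n = 5) in PDX1 P33T, a log2 fold change of -1.51 and an adjusted p of 0.0018 from limma. All PDX1 P33T libraries lay below all wild-type libraries. Its unadjusted p in the fit is lower than that of *Pigr*, which stands in row 2 of Table S1, and it is not among the rows held. A candidate explanation is that its wild-type values are those of another gene of the same length, which happened to 0.143% of the genes matched in simulated rows. Among the genes matched here that is enough for some such cases. Table S1 begins with the genes that differ most, and over rows 1541 to 1712 the median unadjusted p of limma voom was 0.0359. A change of this size in *Mettl13* would then stand near the top. Its absence from the rows held argues for a wrong row. The sheet names no order, so a change in *Mettl13* is not excluded. The same doubt holds for *Samhd1*, which was called with adjustment over the genes matched by length and level but not over all gene IDs. It had a log2 fold change of 1.07, an adjusted p of 0.0512 from limma in the latter and a lower unadjusted p than *Jpt1* in row 3 of Table S1, and it is not among the rows held either.

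The paper finds more genes only in PDX1 P33T than only in wild-type. The 80% rule asks for 5 of 6 wild-type libraries and 4 of 5 PDX1 P33T libraries. With 1 wild-type library left out, so that 4 of 5 are needed, 118 to 406 more rows of wild-type values pass the rule, depending on the library and whatever their gene. The unequal number of libraries may thus add to the difference, but its share cannot be told apart from that of the genotype, because the rows cannot be assigned to genes. *Gcg*, the glucagon gene, had 8778 ± 2478 FPKM (SD, n = 6) in wild-type and 10618 ± 1335 FPKM (SD, n = 5) in PDX1 P33T, with a log2 fold change of 0.32 (exact permutation test, p = 0.165), or 0.15 without wild-type replicate 2, the lowest at 4702 FPKM. *Unc13a*, whose protein the paper names among the largest changes, had 2.87 ± 0.368 FPKM (SD, n = 6) and 2.57 ± 0.316 FPKM (SD, n = 5), with a log2 fold change of -0.16 (exact permutation test, p = 0.212), -0.10 without wild-type replicate 5 and -0.08 without PDX1 P33T replicate 2. Both were matched by length and level.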
